# Cell differentiation is disrupted by MYO5B loss through Wnt/Notch imbalance

**DOI:** 10.1172/jci.insight.150416

**Published:** 2021-08-23

**Authors:** Izumi Kaji, Joseph T. Roland, Sudiksha Rathan-Kumar, Amy C. Engevik, Andreanna Burman, Anna E. Goldstein, Masahiko Watanabe, James R. Goldenring

**Keywords:** Gastroenterology, Epithelial transport of ions and water, Genetic diseases, Protein traffic

## Abstract

Functional loss of myosin Vb (MYO5B) induces a variety of deficits in intestinal epithelial cell function and causes a congenital diarrheal disorder, microvillus inclusion disease (MVID). The impact of MYO5B loss on differentiated cell lineage choice has not been investigated. We quantified the populations of differentiated epithelial cells in tamoxifen-induced, epithelial cell–specific MYO5B-knockout (*VilCre^ERT2^ Myo5b*^fl*/*fl^) mice utilizing digital image analysis. Consistent with our RNA-sequencing data, MYO5B loss induced a reduction in tuft cells in vivo and in organoid cultures. Paneth cells were significantly increased by MYO5B deficiency along with expansion of the progenitor cell zone. We further investigated the effect of lysophosphatidic acid (LPA) signaling on epithelial cell differentiation. Intraperitoneal LPA significantly increased tuft cell populations in both control and MYO5B-knockout mice. Transcripts for Wnt ligands were significantly downregulated by MYO5B loss in intestinal epithelial cells, whereas Notch signaling molecules were unchanged. Additionally, treatment with the Notch inhibitor dibenzazepine (DBZ) restored the populations of secretory cells, suggesting that the Notch pathway is maintained in MYO5B-deficient intestine. MYO5B loss likely impairs progenitor cell differentiation in the small intestine in vivo and in vitro, partially mediated by Wnt/Notch imbalance. Notch inhibition and/or LPA treatment may represent an effective therapeutic approach for treatment of MVID.

## Introduction

Myosin Vb (MYO5B) is an essential motor protein for apical membrane protein trafficking, and its inhibition through truncation or missense mutations causes the congenital diarrheal disorder microvillus inclusion disease (MVID) (1, 2). Several animal models and patients with MVID with MYO5B mutations demonstrate mislocalization of a variety of enterocyte membrane transporters and enzymes, resulting in malabsorption (3–6). We have reported that germline deletion of MYO5B in mice causes expanded crypt length and increased Paneth cell numbers (4). Recently, we reported that tamoxifen-induced, intestine-specific MYO5B deficiency in *VilCre^ERT2^* *Myo5b^fl/fl^* mice demonstrates hyperproliferation and villus blunting. Treatment of *VilCre^ERT2^* *Myo5b^fl/fl^* mice with a bioactive phospholipid, lysophosphatidic acid (LPA), partially restored the villus structure, brush border height, and apical localization of nutrient transporters in the small intestine (7). Based on these observations, we hypothesized that MYO5B loss causes differentiation deficits in intestinal epithelial cells and that LPA supplementation may promote epithelial differentiation and microvillus maturation. The function of MYO5B and LPA signaling in differentiation of rare epithelial cell populations, however, has not been investigated.

Secretory cell lineages in the small intestine are rare (<5%) populations and include 4 subsets: Paneth, goblet, enteroendocrine, and tuft (also known as brush) cells. Paneth cells are localized at the base of crypts and secrete antibacterial components into the intestinal lumen and support the stem cell niche (8). Goblet cells are scattered along the crypt-to-villus axis and secrete mucin 2 (MUC2) together with trefoil factor 3 (TFF3) for mucosal protection. Enteroendocrine cells produce gut hormones, including neuropeptides and amines, and regulate intestinal function as well as appetite. Tuft cells are considered chemosensory cells based on the expression of taste cell–specific molecules, such as transient receptor potential cation subfamily M member 5 (TRPM5) and gustducin, and the transcription factor for sensory cell lineage, POU class 2 homeobox 3 (POU2F3) (9, 10). Mouse intestinal tuft cells can be stained with neuronal and arachidonic acid signaling markers, including doublecortin like kinase (DCLK1), choline acetyl transferase (ChAT), and cyclooxygenase 1, a product of the gene prostaglandin-endoperoxide synthase 1 (*Ptgs1*). A decreased tuft cell population has been identified in pediatric patients with celiac disease and duodenitis, consistent with the nutrient-sensory function of tuft cells and malabsorption symptoms in intestinal disorders (11). 

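RNA of isolated jejunal epithelial cells was sequenced from 10 mice that carry a tamoxifen-inducible Cre recombinase under the villin promoter and floxed Myo5b alleles. The 3 control mice received corn oil and were not induced, so tamoxifen itself differed between control and MYO5B-knockout mice. The 4 MYO5B-knockout mice received tamoxifen (2 mg) and a vehicle, and another 3 MYO5B-knockout mice received tamoxifen and lysophosphatidic acid (LPA, 3 mg/kg). Cells were collected on day 4. The authors deposited FPKM (fragments per kilobase of gene length, scaled to the fragments counted on genes in each library) for 35275 genes, listed by Ensembl identifier and symbol, and no scaling between the libraries is stated. Of 34490 identifiers shared with the GENCODE M21 annotation of the GRCm38 genome, 24919 have identical coordinates in it. Multiplied by gene length, the FPKM of a library are whole multiples of a single step, which gives the reads on each gene, and 63 of the 63 read counts that the authors deposited equalled the recovered number. Between 10949420 and 24470409 reads per mouse lay on genes, with a median of 15395720 in control mice, 18838273 in MYO5B-knockout mice and 17302457 in LPA-treated MYO5B-knockout mice. A single read on a gene of 1 kb corresponds to between 0.0409 and 0.0913 FPKM. The log2 of FPKM + 0.1 was compared for the 15729 genes with a mean of at least 0.1 FPKM over the 10 libraries, in a single limma model of the 3 groups with a trended variance, a two-sided test and Benjamini-Hochberg adjustment. No paired analysis was possible because control and MYO5B-knockout mice share only the mouse number 5.
Myo5b (ENSMUSG00000025885, chromosome 18 from 74440936 to 74771493) was present at 16.5, 32 and 26.1 FPKM in control mice 2, 4 and 5. It was present at 10.5, 12.2, 13.1 and 13.6 FPKM in MYO5B-knockout mice 3, 5, 6 and 7, and at 11.7, 11.4 and 10.3 FPKM in LPA-treated mice 1, 4 and 5. Every knockout library thus lay below every control library, with a log2 fold change of -0.96 between MYO5B-knockout and control mice (standard error 0.28, limma's adjusted p = 0.115).
The libraries of control mouse 2 and MYO5B-knockout mouse 3 detected 12242 and 12601 genes, whereas the other 8 libraries detected between 17309 and 18267. Mitochondrial genes took 17.4% and 18% of the reads in these 2 libraries and between 1.98% and 3.5% in the others. The labels name no batch. Values without these 2 libraries, from 2 control and 3 MYO5B-knockout mice, are therefore given beside those of all libraries, a comparison chosen after seeing the data. The 2 libraries themselves hold 1 mouse of each group and allow no test. Without them, the log2 fold change of Myo5b was -1.15 (limma's adjusted p = 0.0185). Myo5b also passed an adjusted p of 0.05 after scaling the libraries by the median of their ratios (-1.21, limma's adjusted p = 0.0199). It passed after quantile normalization too (-1.17, limma's adjusted p = 0.0204), but not with a pseudocount of 1 or 0.01 (0.104 and 0.114). With each mouse left out in turn, it passed in 1 of 10 fits. On the recovered reads, edgeR and DESeq2, both chosen after seeing the data, gave adjusted p-values of 0.0268 and 0.000107. The labels give the mice as male, but the libraries of MYO5B-knockout mouse 3 and LPA-treated mouse 1 held Xist at 8.41 and 15.1 FPKM and 0 reads on 4 genes of the Y chromosome (Kdm5d, Uty, Ddx3y and Eif2s3y).
Between MYO5B-knockout and control mice, 316 genes passed an adjusted p of 0.05, 177 of them higher and 139 lower in MYO5B-knockout mice. The groups did not overlap for any of the 316 genes, and they did not overlap for 17.2% of all genes tested, where chance gives 5.71%. Without control mouse 5 the count was 44, and without MYO5B-knockout mouse 3 it was 403. Without the 2 libraries with few detected genes, 403 genes were higher and 375 lower. The choice that moved the count most was weighting each library by its own variance (array weights), with 7414 genes. The estimation of these weights did not converge. Control mice 2, 4 and 5 had weights of 0.104, 2.05 and 12.1, so mouse 5 dominated the control group there. The median log2 fold change of all genes tested was 0.29, and 0.071 after scaling the libraries by the median of their ratios, which gave 234 higher and 364 lower genes. By a rule set before the data were examined, the largest falls were those of Lct, Dio1, Mbl2, Cyp2c55 and Slc5a4a, with log2 fold changes of -8.32, -7.11, -6.77, -6.29 and -5.90. Lct, which encodes lactase, was present at 114, 199.8 and 241 FPKM in the control mice and at 0, 0.0188, 3.57 and 1.99 FPKM in the MYO5B-knockout mice. The largest rises under that rule were those of Anxa10, Syt8, Ly6d, Mboat1 and Ddah1. Mboat1 was present at 0.643 ± 0.272 FPKM (SD, n = 3) in control mice and 34.3 ± 16.3 FPKM (SD, n = 4) in MYO5B-knockout mice, a log2 fold change of 5.43 (standard error 0.54, limma's adjusted p = 0.00132). Syt8 had 0 reads in every control library, and its mean in MYO5B-knockout mice was at least 97.7-fold higher than the level of 3 reads, which a count of 0 allows, and at least 64.6-fold higher without MYO5B-knockout mouse 3. The log2 fold changes of Anxa10, Ly6d and Ddah1 were 7.72, 5.81 and 5.40. Lct, Slc5a4a and Ly6d no longer passed in at least 1 of the fits that each left out a mouse, Ly6d when control mouse 4 was left out among others (log2 fold change 4.78), and Slc5a4a and Lct when control mouse 5 was left out (-5.17 and -8.10). With the 2 groups compared alone, Lct, Slc5a4a and Ly6d did not pass either (limma's adjusted p = 0.0561, 0.0862 and 0.0954). Slc5a4a and Cyp2c55 belong to families of similar genes, between which reads could have been divided.

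**Figure D1:**
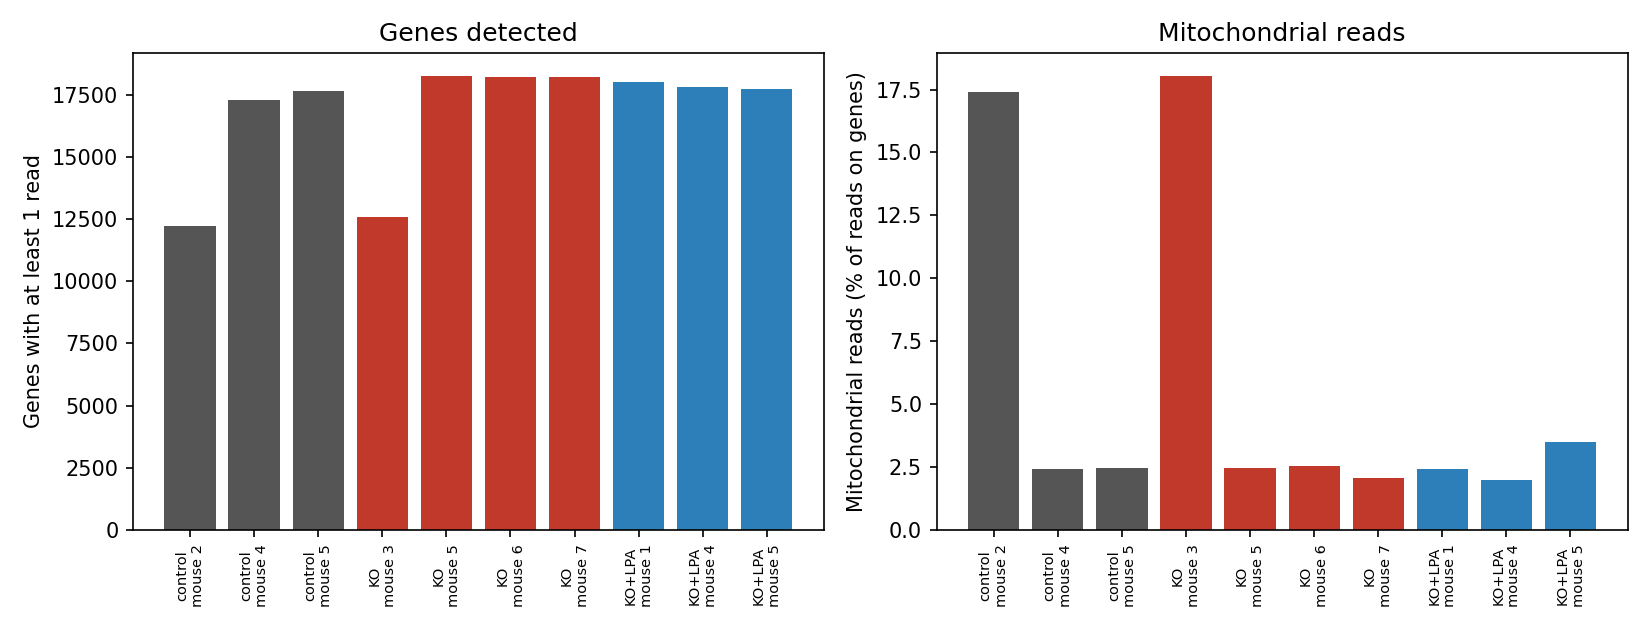
Genes with at least 1 read (left) and the percentage of reads on mitochondrial genes (right) in each of the 10 libraries, where KO stands for MYO5B-knockout mice and KO+LPA for LPA-treated MYO5B-knockout mice. Control mouse 2 and KO mouse 3 stand apart with 12242 and 12601 genes.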

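Lists of marker genes for each cell type, written before the data were examined, were tested as sets with limma's camera (correlation between genes preset to 0.01), with Benjamini-Hochberg adjustment over 9 lists. The list of tuft cell genes other than those the paper names fell in MYO5B-knockout mice, with a median log2 fold change of -0.99 over 38 genes, 31 of which were lower (camera's adjusted p = 3.21e-08). Without the 2 libraries with few detected genes its median was -1.11, with 31 of 38 genes lower. Of these genes, 28 are also expressed by leukocytes, and a list of 25 immune cell genes had a median of -2.33 between the same groups. The 10 tuft cell genes that leukocytes do not express had a median of -0.58, with 7 of 10 lower. All 28 genes of the proliferation list were higher, with a median of 1.29 (camera's adjusted p = 2.38e-10) and 1.39 without the 2 libraries. The enterocyte list fell with a median of -1.001 and 25 of 30 genes lower (camera's adjusted p = 2.38e-10), and the median was -0.94 without the 2 libraries. With each mouse left out in turn, the enterocyte median lay between -1.50 and -0.54. The other 6 lists did not pass the threshold. Their medians were 0.45 for goblet cells (26 genes), 0.044 for Paneth cells (23 genes), -0.0079 for enteroendocrine cells (32 genes), 0.079 for stem cells (21 genes), 0.34 for Wnt targets (16 genes) and -0.11 for the Notch pathway (22 genes). The directions of all of these but the goblet list depended on the libraries or the scaling. In the libraries with many detected genes, the Paneth median was -0.36, the enteroendocrine median 0.081 and the Notch median 0.061, and after median-ratio scaling the Paneth and stem cell medians were -0.21 and -0.17. The Wnt target median was -0.14 without control mouse 2. The stem cell and Wnt target lists share 8 genes. None of the 3 calls held under limma's fry, with adjusted p-values of 0.0784 for the tuft list, 0.0705 for the proliferation list and 0.157 for the enterocyte list, or under camera with the correlation estimated from the data, where all 3 adjusted p-values were 0.315.

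**Figure D2:**
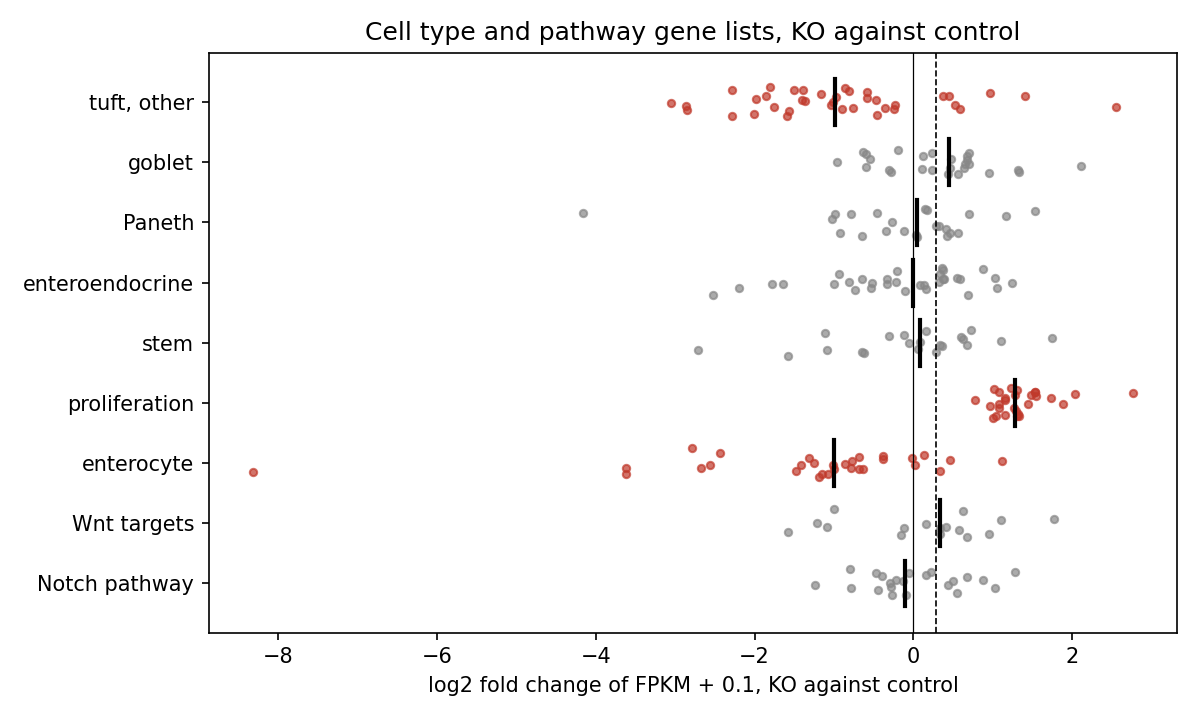
Log2 fold change of every tested gene of the 9 lists between MYO5B-knockout (KO) and control mice, with the median of each list (black bar), the median of all genes tested (dashed line) and lists that passed the threshold in red. All 28 proliferation genes lie above 0, whereas 31 of 38 tuft cell genes lie below it.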

RNA-sequencing data for isolated jejunal epithelial cells from *VilCre^ERT2^* *Myo5b^fl/fl^* mice demonstrate that transcriptional signatures of each type of differentiated cell and stem cell are significantly altered by MYO5B loss (Gene Expression Omnibus data set ID: GSE139302) (7). In particular, tuft cell–specific transcription factors, *Pou2f3* (log_2_ fold change: –2.3) and *Spib* (log_2_ –1.7), and mature tuft cell markers, *Chat* (log_2_ –2.5), *Ptgs1* (log_2_ –2.2), *Dclk1* (log_2_ –1.2), *Plcb2* (log_2_ –1.7), *Trpm5* (log_2_ –1.3), *Gfi1b* (log_2_ –1.0), and *Sucnr1* (log_2_ –1.0), were notably downregulated by MYO5B deficiency, 4 days after Cre recombinase induction (7). Therefore, in the present study, we performed quantitative analysis of immunostaining for each type of epithelial cell in the whole small intestine of *VilCre^ERT2^* *Myo5b^fl/fl^* mice utilizing digital image analysis. 

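Of the 9 tuft cell genes, 8 had a mean of at least 0.1 FPKM over the 10 libraries and were tested, and all 8 were lower in MYO5B-knockout than in control mice, with log2 fold changes from -1.83 to -0.64. None passed an adjusted p of 0.05 over all genes tested, with limma's adjusted p-values from 0.137 to 0.654. Adjusted over the list alone, again 0 passed, with a smallest adjusted p of 0.0666, and since the study chose the list on these libraries this is not independent evidence. For 5 of the 8 genes the groups did not overlap. These 9 genes were not sorted by expression in leukocytes. Since the immune cell list fell between the same groups (median -2.33), fewer immune cells stay open as a part of these falls. Pou2f3 (ENSMUSG00000032015, chromosome 9 from 43123939 to 43210369) was present at 0.486, 1.07 and 0.591 FPKM in control mice 2, 4 and 5, from 14, 43 and 27 reads. In MYO5B-knockout mouse 3 it had 0 reads, which allows up to 3 reads, and in mice 5, 6 and 7 it had 8, 11 and 10 reads, or 0.178, 0.206 and 0.17 FPKM. Its log2 fold change was -1.83 (standard error 0.59, limma's adjusted p = 0.137), and it stayed between -2.04 and -1.46 with each mouse left out in turn. Spib (ENSMUSG00000008193, chromosome 7 from 44525995 to 44532071) was present at 2.12 ± 1.18 FPKM (SD, n = 3) in control mice and 0.655 ± 0.0887 FPKM (SD, n = 4) in MYO5B-knockout mice, a log2 fold change of -1.38 (standard error 0.59, limma's adjusted p = 0.263). Chat (ENSMUSG00000021919, chromosome 14 from 32408203 to 32465909) was below the mean of 0.1 FPKM and was not tested. It had 20, 4 and 3 reads in the control mice and at most 3 reads in any MYO5B-knockout library, so its control mean was at least 4.11-fold above the level of 3 reads, and only 1.18-fold above it without control mouse 2. Chat overlaps Gm2990. Trpm5 (ENSMUSG00000009246, chromosome 7 from 143069153 to 143094642) was the most abundant of the 9 genes, with 4.42 ± 0.61 FPKM (SD, n = 3) in control mice and 2.16 ± 0.984 FPKM (SD, n = 4) in MYO5B-knockout mice. On the log2 scale its change was -1.09 (standard error 0.43, limma's adjusted p = 0.224). Trpm5 overlaps Tssc4, which had more reads, and the counting is not stated to use strand. The log2 fold changes of Ptgs1, Dclk1, Plcb2, Gfi1b and Sucnr1 were -1.73, -0.89, -1.19, -0.84 and -0.64. With each mouse left out in turn, Dclk1 ranged from -1.48 to -0.51, Gfi1b from -1.56 to -0.36 and Sucnr1 from -1.40 to -0.24. Gfi1b and Sucnr1 had 0 reads in control mouse 2 and at most 12 reads in any library of either group. With the 2 libraries left out, the log2 fold changes of Pou2f3, Spib, Ptgs1, Dclk1, Plcb2, Trpm5, Gfi1b and Sucnr1 were -1.66, -1.95, -1.03, -1.10, -1.06, -0.89, -1.36 and -1.10, and the smallest adjusted p from limma was 0.073. Tested on the recovered reads with DESeq2 and its prior on fold changes, a setting chosen after seeing the authors' deposited fold changes, Pou2f3, Spib, Chat and Ptgs1 passed the threshold, with adjusted p-values of 0.00252, 0.00192, 0.0317 and 0.00444. On the same reads edgeR called 0 of the 8 genes, with a smallest adjusted p of 0.0997 for Ptgs1. Pou2f3 also passed with limma after quantile normalization (limma's adjusted p = 0.0239) and with a covariate for the 2 libraries, chosen after seeing the data (limma's adjusted p = 0.0228). Array weights, whose estimation did not converge, called all 8 genes tested.

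**Figure D3:**
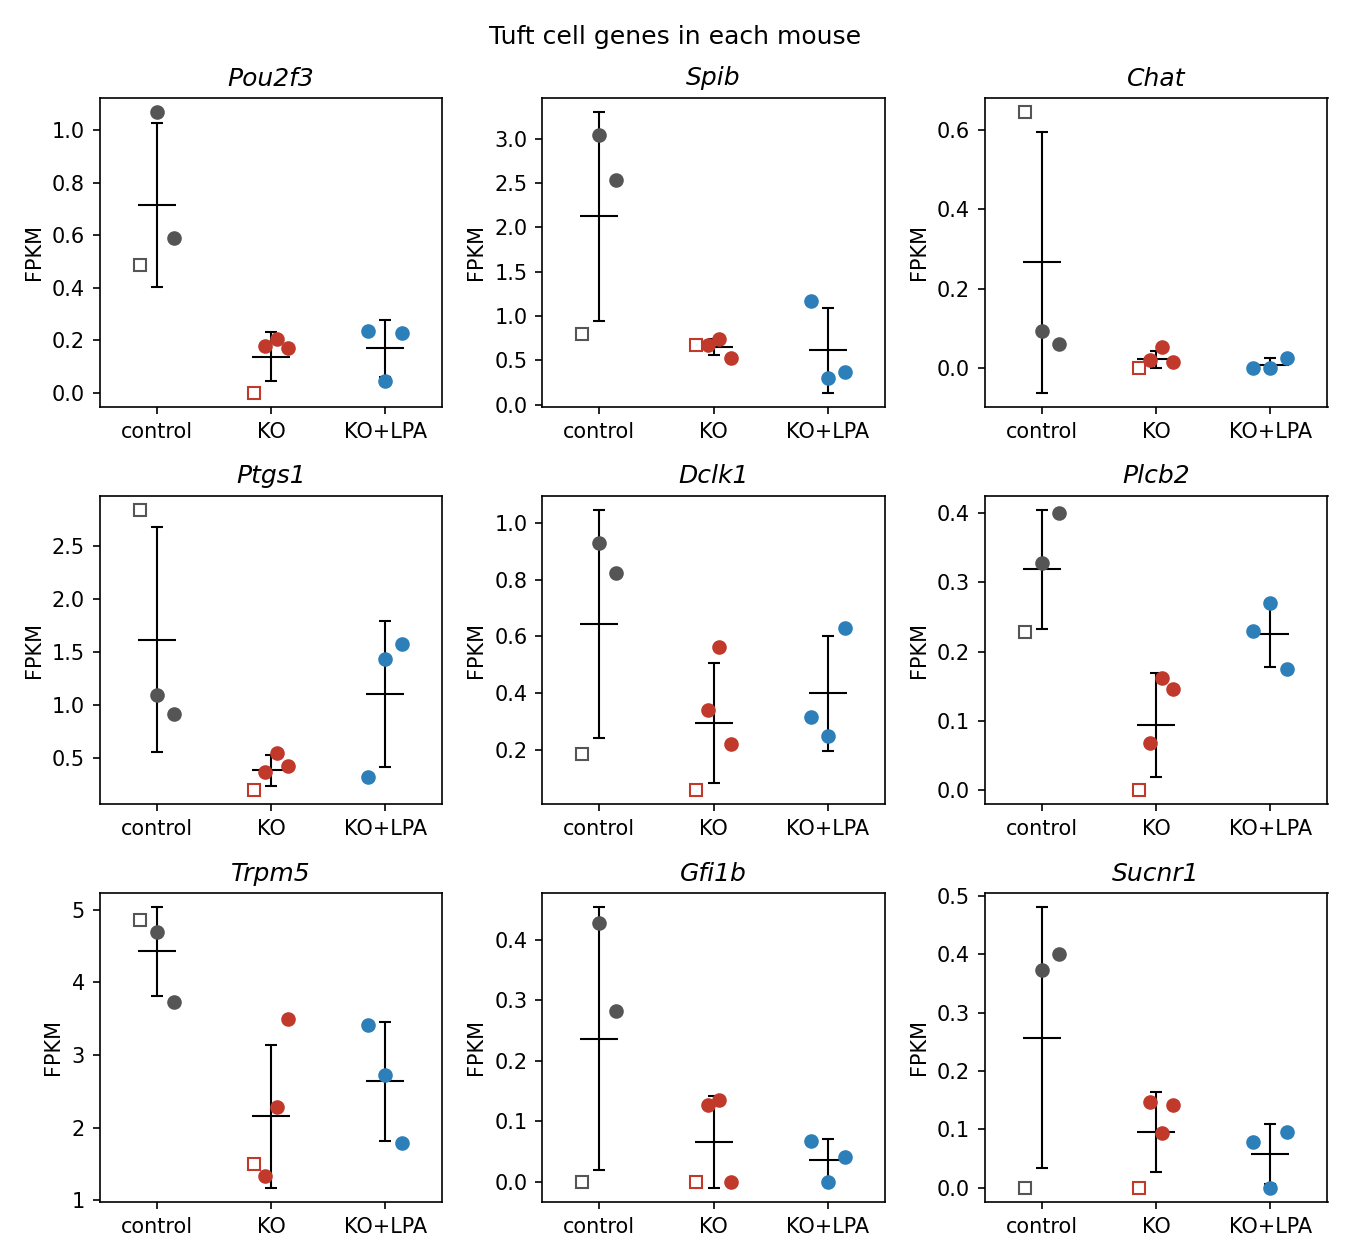
FPKM of the 9 tuft cell genes in each mouse, with the mean (horizontal bar) and SD (whiskers) of each group, where KO stands for MYO5B-knockout mice and KO+LPA for LPA-treated MYO5B-knockout mice. Open squares are control mouse 2 and KO mouse 3, whose libraries detected few genes. For Pou2f3 every KO mouse lies below every control mouse.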

MYO5B loss significantly decreased the frequency of goblet cells and tuft cells, whereas Paneth cells were increased along with an expanded progenitor cell zone. Expressions of transient amplifying cell markers were differentially altered by MYO5B deficiency, and epithelial cell–derived Wnt ligands were significantly downregulated in MYO5B-knockout intestine. Notch signaling was maintained in MYO5B-knockout intestine at comparable levels to that in control mice. The altered balance of Wnt/Notch signaling pathways may explain at least some of the alterations in stem cell signatures and differentiation toward sensory cells following MYO5B loss.

## Results

### Loss of MYO5B results in decreased intestinal tuft cell numbers, and intraperitoneal LPA reestablishes tuft cell frequency.

Intestinal tuft cells and enteroendocrine cells are distinct populations of chemosensory cells that detect luminal and/or circulating metabolites and regulate gastrointestinal function (12, 13). Using digital image analysis tools, we quantified the populations of DCLK1^+^ tuft cells and chromogranin A (ChgA^+^) enteroendocrine cells in the entire small intestine (duodenum, jejunum, and ileum) from tamoxifen-induced MYO5B-knockout mice and tamoxifen-injected control littermates. Figure 1A shows the output images of digitally identified tuft cells and nuclei that were overlaid on immunostaining images by Cell Profiler. The frequency of DCLK1^+^ cells was 80% lower in MYO5B-deficient intestine than control, particularly in the crypts, indicating that tuft cell differentiation was inhibited by MYO5B loss (Figure 1B). LPA administration by intraperitoneal (ip) injection for 4 days, but not by oral gavage (og), significantly increased tuft cell density both in control and in MYO5B-deficient mice, suggesting that a differentiation pathway toward the tuft cell lineage was activated by systemic LPA receptor activation (Figure 1, A and B). Tuft cell morphologies were compared between control and MYO5B-deficient jejunum in *Z*-stack imaging using confocal microscopy. DCLK1^+^ tuft cells possess prominent ACTG1-containing apical microvilli, which are denser and longer compared with enterocyte brush borders (Figure 1C). In control intestine, the ACTG1^+^ tuft structure was found in tuft cells both in villi and in crypts. This tuft cell–specific ACTG1 staining pattern is similar to that of acetylated tubulin and F-actin, which is stained by phalloidin in frozen sections (14). MYO5B-deficient intestine had similar structures in tuft cells in the villi (Figure 1C). Consistent with our previous report (7), the brush borders in MYO5B-deficient enterocytes around tuft cells were thinner than in control intestine, and microvillus inclusions were occasionally observed in enterocytes in the villi (Figure 1C), confirming the induction of MYO5B loss by tamoxifen injection. DCLK1^+^ cells were rarely found in the crypts of MYO5B-deficient intestine, suggesting that MYO5B loss inhibited tuft cell differentiation. Previous lineage tracing studies in *Dclk1-Cre* reporter mice demonstrated that DCLK1-expressing cells live up to 7 days (15). Thus, the villus tuft cells in the induced MYO5B-knockout mice likely survive for 4 days after Cre-recombinase induction.

ChgA is a secretory granule protein that is specifically produced by enteroendocrine cells in the intestine. The frequency and morphology of ChgA^+^ cells in intestinal sections were similar between control and MYO5B-knockout mice (Figure 2). Some enteroendocrine cells in the small intestine may make direct contacts with nerve terminals and live longer than other types of intestinal epithelial cells (16). Since MYO5B loss induces debilitating malabsorption and secretory diarrhea in *Villin-Cre^ERT2^* *Myo5b^fl/fl^* mice within 5 days after tamoxifen injection, this model is not ideal to address the effect of MYO5B loss on the differentiation of long-lived enteroendocrine cells.

### TFF3-producing goblet cells are decreased by MYO5B loss.

MYO5B loss significantly decreases the transcription factor NF-κB subunit 2 (*Nfkb2*) (log_2_ –1.6) (7), which is predominantly expressed in goblet cells (17). 

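Nfkb2 (ENSMUSG00000025225, chromosome 19 from 46304737 to 46312090) was present at 19.6 ± 4.32 FPKM (SD, n = 3) in control mice and 8.23 ± 3.56 FPKM (SD, n = 4) in MYO5B-knockout mice, and every MYO5B-knockout mouse lay below every control mouse. Its log2 fold change was -1.38 (standard error 0.53, limma's adjusted p = 0.208). MYO5B-knockout mouse 3 stood apart from the others at 2.94 FPKM, and without this mouse and control mouse 2 the log2 fold change was -0.98 (limma's adjusted p = 0.228). Nfkb2 overlaps Psd, which had 14.5% as many reads, and the counting is not stated to use strand. With DESeq2 and its prior on the recovered reads, which was chosen after seeing the data, the adjusted p was 0.0017, and with edgeR on the same reads it was 0.0711. Nfkb2 also passed with limma after quantile normalization (limma's adjusted p = 0.0497), with array weights, and with a covariate for the 2 libraries with few detected genes, chosen after seeing the data (limma's adjusted p = 0.0408). Transcripts of the goblet cell products Tff3 and Muc2 were far more abundant. Tff3 (ENSMUSG00000024029, chromosome 17 from 31125306 to 31129646) was present at 3168 ± 329.6 FPKM (SD, n = 3) in control mice and 2152 ± 646 FPKM (SD, n = 4) in MYO5B-knockout mice, with a log2 fold change of -0.60 (standard error 0.37, limma's adjusted p = 0.432). Muc2 (ENSMUSG00000025515, chromosome 7 from 141690340 to 141754693) was present at 287 ± 10.4 FPKM (SD, n = 3) and 321 ± 96.6 FPKM (SD, n = 4), a difference within the spread of the MYO5B-knockout mice. The fitted log2 fold change was 0.11 (limma's adjusted p = 0.889), changed sign to -0.15 after median-ratio scaling and to -0.045 without MYO5B-knockout mouse 5, and was 0.33 without the 2 libraries with few detected genes. Tff3 was -0.45 without them. With array weights, whose estimation did not converge, Tff3 passed at -0.74 (limma's adjusted p = 0.0106).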

TFF3 and a fucose-binding lectin, *Ulex europaeus* agglutinin 1 (UEA-1), have been widely used to identify intestinal mucus-secreting intestinal goblet cells. In this study, we observed a substantial number of TFF3^+^ cells were not stained by UEA-1, particularly in tips of villi in control intestine. MUC2 is also secreted from intestinal goblet cells, and only 50% of MUC2^+^ cells are stained with UEA-1 in mouse ileum (18). To confirm whether TFF3^+^UEA-1^–^ cells produce mucin, period acid–Schiff (PAS) staining was performed on the same slides after imaging for TFF3 and UEA-1 (Figure 3A). UEA-1 signals were detected in granules of a subset of TFF3-immunoreactive goblet cells and Paneth cells, while TFF3 signals labeled the entire cytosol of goblet cells (Figure 3A). Since all TFF3^+^ cells with or without UEA-1 were stained with PAS, TFF3 was used as a general goblet cell marker for quantification. In control mouse intestine, TFF3^+^ and PAS-stained goblet cells were scattered from the top part of crypts through the villi, and the TFF3^+^UEA-1^+^ cells were limited to approximately 20% of total goblet cells (Figure 3, B and C). Tamoxifen-induced MYO5B-knockout mice demonstrated significantly fewer goblet cells, which accumulated at the tips of villi, suggesting that the differentiation of goblet cells was inhibited by MYO5B loss (Figure 3, B and C). LPA treatment of MYO5B-deficient mice did not significantly increase the frequency of goblet cells.

### MYO5B loss increases Paneth cells and olfactomedin 4–expressing cells along with hyperproliferation.

Paneth cells reside in the bottom of crypts next to the leucine rich repeat containing G protein coupled receptor 5–expressing (Lgr5-expressing) stem cells and secrete stem cell niche factors as well as lysozyme into the lumen. In the present study, the secretory granules of Paneth cells demonstrated strong autofluorescence without primary antibody (Figure 4A). Quantification by Cell Profiler of this autofluorescence indicated that Paneth cells were significantly increased in tamoxifen-induced MYO5B-deficient intestine (Figure 4, B and C). Our previous report with neonatal germline MYO5B-knockout mice consistently demonstrated more Paneth cells per crypt than control pups (4). Along with the expansion of crypts and hyperproliferation that was demonstrated by Ki67 staining (7), Paneth cells in *VilCre^ERT2^* *Myo5b^fl/fl^* mice were frequently found in the middle portion of crypts, in addition to the base of crypts (Figure 4B). LPA supplementation by gavage significantly decreased Paneth cell frequency in *VilCre^ERT2^* *Myo5b^fl/fl^* mice (Figure 4).

MYO5B loss downregulates the transcriptional signature of stem cells, i.e., *Lgr5* (log_2_ –1.4) and achaete-scute family bHLH transcription factor 2 (*Ascl2*) (log_2_ –1.8), but does not alter the expression of the stem cell marker olfactomedin 4 (*Olfm4*) (7), whose expression is independent of Wnt control (19). 

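Lgr5 (ENSMUSG00000020140, chromosome 10 from 115450311 to 115587780) lay near the limit of detection, with 11, 30 and 33 reads in control mice 2, 4 and 5, or 0.208, 0.407 and 0.393 FPKM. MYO5B-knockout mice 3, 5, 6 and 7 had 0, 10, 29 and 9 reads, so mouse 6, at 0.296 FPKM, overlapped the control mice. The log2 fold change was -1.09 (standard error 0.57, limma's adjusted p = 0.36), and -0.99 without the 2 libraries with few detected genes (limma's adjusted p = 0.241). Ascl2 (ENSMUSG00000009248, chromosome 7 from 142966822 to 142969264) was present at 3.86 ± 1.34 FPKM (SD, n = 3) in control mice and 1.2 ± 0.307 FPKM (SD, n = 4) in MYO5B-knockout mice, without overlap. Its log2 fold change was -1.58 (standard error 0.43, limma's adjusted p = 0.0898) and stayed between -1.82 and -1.33 with each mouse left out in turn. Without the 2 libraries it was -1.48 (limma's adjusted p = 0.0537). Under DESeq2 with its prior, chosen after seeing the data, the adjusted p was 0.017 for Ascl2 and 0.187 for Lgr5, and under edgeR on the same reads 0.0938 and 0.38. A covariate for the 2 libraries, likewise chosen after seeing the data, and array weights also called Ascl2 (limma's adjusted p = 0.0116 with the covariate) and not Lgr5. Olfm4 (ENSMUSG00000022026, chromosome 14 from 80000302 to 80021930) varied widely within the groups, with 56.9 ± 47.5 FPKM (SD, n = 3) in control mice and 44.6 ± 32.1 FPKM (SD, n = 4) in MYO5B-knockout mice. Its change on the log2 scale was -0.62 (standard error 1.37, limma's adjusted p = 0.855), and the sign changed to 0.089 without control mouse 4 and 0.50 without MYO5B-knockout mouse 3. When the 2 libraries are excluded, it was -0.43 (limma's adjusted p = 0.857).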

Three MYO5B-deficient mouse models consistently demonstrate hyperproliferation in the intestinal crypts (4, 7). Monocarboxylate transporter 1 (MCT1) is an essential membrane transporter for supplying short-chain fatty acids and ketone bodies as energy sources in proliferative cells (20). Therefore, next we stained for OLFM4 and MCT1 in the small intestine of *VilCre^ERT2^* *Myo5b^fl/fl^* mice to investigate stem and proliferative cell status. Intense signals for OLFM4 were limited to the apical side in crypt base columnar cells in control intestine, while the OLFM4-expressing crypt region was extended by MYO5B loss with or without LPA supplementation (Figure 5). MCT1 was predominantly expressed in basolateral membranes of control epithelial cells with higher intensity in crypts compared with villi. MYO5B-deficient mouse intestine showed similar MCT1 staining in the crypts, but the MCT1 expression in villus cells was diminished (Figure 5). These observations suggest that stem cell function is impaired by MYO5B loss, possibly because of the suppression of Wnt signaling in progenitor cells.

The gradient of Wnt and Notch signaling along the crypt-villus axis regulates stem cell proliferation and differentiation (21–23). We next examined mRNA expression levels of epithelial cell–derived Wnt ligands and Notch signaling molecules by quantitative reverse transcriptase PCR (qRT-PCR). *Wnt3* and *Wnt6* were significantly decreased in isolated jejunal cells from *VilCre^ERT2^* *Myo5b^fl/fl^* mice compared with control mice (Figure 6A). 

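In the RNA sequencing, Jag1 (ENSMUSG00000027276, chromosome 2 from 137081456 to 137116644) was present at 1.11 ± 0.255 FPKM (SD, n = 3) in control mice and 2.16 ± 0.628 FPKM (SD, n = 4) in MYO5B-knockout mice, and every MYO5B-knockout mouse lay above every control mouse. The log2 fold change between the groups was 0.88 (standard error 0.41, limma's adjusted p = 0.294). Notch2 (ENSMUSG00000027878, chromosome 3 from 98013538 to 98150367) was present at 0.436 ± 0.109 FPKM (SD, n = 3) and 1.21 ± 0.302 FPKM (SD, n = 4), again without overlap. The log2 fold change of Notch2 was 1.28 (standard error 0.42, limma's adjusted p = 0.147), and 1.19 without the 2 libraries with few detected genes (limma's adjusted p = 0.0881). Notch2 passed with a covariate for these libraries (limma's adjusted p = 0.034) and under DESeq2 with its prior (adjusted p = 0.0104), both chosen after seeing the data, but not under edgeR (adjusted p = 0.0773). Array weights, whose estimation did not converge, called Jag1, Notch2 and Adam10. Adam10 and Notch1 had log2 fold changes of 0.56 and 0.23, with overlapping groups (limma's adjusted p = 0.606 and 0.911). Adam10 lay between 0.17 and 1.02 with each mouse left out in turn. Notch1 changed sign to -0.20 without control mouse 2, to -0.083 without MYO5B-knockout mouse 5, to -0.094 without MYO5B-knockout mouse 6 and to -0.11 after quantile normalization. Dll4 (ENSMUSG00000027314, chromosome 2 from 119325784 to 119335962) was lower in MYO5B-knockout mice, at 3.31 ± 0.977 FPKM (SD, n = 4) against 4.27 ± 0.392 FPKM (SD, n = 3) in control mice, with a log2 fold change of -0.40 (standard error 0.36, limma's adjusted p = 0.603). Dll4 overlaps Gm14207, which had 26.3% as many reads, and the counting is not stated to use strand. Atoh1 (ENSMUSG00000073043, chromosome 6 from 64729146 to 64731233) was present at 1.3, 5.72 and 6.13 FPKM in control mice 2, 4 and 5 and at 0.131, 8.06, 6.89 and 6.56 FPKM in MYO5B-knockout mice 3, 5, 6 and 7. The log2 fold change of Atoh1 was -0.27 over all libraries (standard error 1.19, limma's adjusted p = 0.931), 0.27 without the 2 libraries with few detected genes and ranged from -0.98 without control mouse 2 to 0.97 without MYO5B-knockout mouse 3. Without the 2 libraries, Jag1, Adam10, Notch1 and Dll4 had log2 fold changes of 0.83, 0.64, 0.38 and -0.28. Adjusted over the list alone, 0 of these 6 genes passed, with a smallest adjusted p of 0.0708 for Notch2. The study chose them on these libraries.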

Our RNA-sequencing data did not detect significant changes but demonstrated slight increases in Notch signaling molecules, including *Atoh1*, *Jag1*, *Dll4*, *Notch1*, *Notch2*, and *Adam10*. By qRT-PCR, we did not detect any significant alteration following MYO5B loss in Notch ligands, Dll1 and Dll4; a Notch receptor, Notch 2; or a Notch effector, Hes1 (Figure 6A). Immunostaining for HES1 in nuclei showed no difference between control and MYO5B-deficient intestine (Figure 6B). LPA treatment of induced *VilCre^ERT2^* *Myo5b^fl/fl^* mice did not alter HES1 immunoreactivity (data not shown). The maintenance of Notch signaling in the presence of reduced Wnt signaling indicates that MYO5B loss may induce Wnt/Notch imbalance and disrupt stem cell renewal and differentiation. Next, we tested if apoptosis is abnormally enhanced by Wnt/Notch imbalance in MYO5B-deficient intestine. Immunostaining for the established apoptosis marker cleaved caspase-3 was occasionally found in the cytoplasm of individual epithelial cells on villus tips at a similar frequency in control and *VilCre^ERT2^* *Myo5b^fl/fl^* mouse small intestine (Figure 6C).

### Tuft cell differentiation in intestinal organoids is suppressed by MYO5B loss in vitro.

To confirm whether tuft cell loss was induced directly in epithelial cells by genetic deletion of MYO5B, we generated organoids from *VilCre^ERT2^* *Myo5b^fl/fl^* mouse jejunum, and Cre recombinase was activated by the addition of 4-OH-tamoxifen in vitro. Forty-eight hours after the withdrawal of Wnt from the media, DCLK1-immunoreactive cells and microvillus inclusions were detected in the induced MYO5B-deficient (iKO) organoids. Figure 7A shows representative immunostaining for DCLK1, which demonstrates the classical flask-like shape of tuft cells in whole-mounted organoids. Tuft cells were distributed in both budding and expanded areas of differentiated control organoids, while iKO organoids showed fewer tuft cells per organoid (Figure 7B). Nondifferentiated organoids had fewer tuft cells than differentiated control organoids after culturing in IntestiCult Organoid Growth Medium without Cre recombinase activation for the identical culture duration as differentiated ones. In high-magnification *Z*-stack projections, phalloidin-positive, dense microvilli were found in tuft cells in control organoids similar to the distinct tuft structures in the native small intestine of mice.

Since we found downregulated expression of Wnt ligands in the MYO5B-deficient mouse intestine (Figure 6), we next tested the effect of the Wnt signaling inhibitor C59 on organoids. The addition of C59 (10 μM) to the differentiation medium significantly reduced tuft cell numbers in control organoids to a similar value to that in MYO5B-iKO organoids (Figure 7C). This result indicates that active Wnt signaling may accelerate tuft cell differentiation and that the control organoids may secrete endogenous Wnt ligands under culture conditions in differentiation medium that lacks exogenous Wnt. Addition of C59 did not decrease tuft cell numbers in MYO5B-iKO organoids, further suggesting that MYO5B-deficient organoids have reduced Wnt source(s) (Figure 7C).

### Acute Notch signaling inhibition improves enterocyte and secretory cell differentiation.

Hyperplasia of goblet cells and tuft cells induced by Notch inhibition has been identified in vivo and in organoid cultures (24–27). To test our hypothesis that MYO5B loss induces relatively high Notch with low Wnt signaling in intestinal epithelial cells, we next tested the effect of treatment with the Notch inhibitor dibenzazepine (DBZ) in MYO5B-knockout mice in vivo. Four days after the tamoxifen injection, *VilCre^ERT2^* *Myo5b^fl/fl^* mice typically had reduced body weight by approximately 15% and decreased mobility. Three days after the ip injection of DBZ (4 days after the tamoxifen injection), body weight loss in *VilCre^ERT2^* *Myo5b^fl/fl^* mice was not different compared to that in vehicle-treated *VilCre^ERT2^* *Myo5b^fl/fl^* mice. However, the mobility and signs of distress were improved by DBZ treatment (data not shown). As shown in Figure 8A, PAS-stained mucus in goblet cells and in the lumen was increased, and brush border structures were improved after DBZ treatment compared with vehicle-treated intestine. We have previously reported that MYO5B loss induces villus blunting, and 60%–70% of apical transporters are mislocalized away from their normal distribution in the brush borders (7). DBZ treatment significantly increased villus/crypt ratio in MYO5B-deficient intestine (Figure 8B), and their brush borders expressed sodium-proton exchanger 3 (NHE3) and sodium-dependent glucose transporter 1 (SGLT1) (Figure 8C). EdU^+^ enterocytes with proper localization of SGLT1 were identified in villus cells (Figure 8C), indicating that mature enterocytes were differentiated within 24 hours before the tissue collection. These observations indicate that DBZ inhibition stimulated enterocyte differentiation in *VilCre^ERT2^* *Myo5b^fl/fl^* mice.

Consistent with the previous publications (27), DBZ-treated control mice in this study demonstrated increases in DCLK1^+^ tuft cells, TFF3^+^ goblet cells, and lysozyme^+^ Paneth cells as well as hyperproliferation that was detected by PCNA staining (Figure 9, left panels). Similarly, secretory cells were increased in *VilCre^ERT2^* *Myo5b^fl/fl^* mice after DBZ treatment (Figure 9, right panels), suggesting that Notch signaling is activated in MYO5B-deficient intestine.

## Discussion

In the present study, we quantified the frequency of differentiated secretory cells in tamoxifen-induced MYO5B-knockout mouse intestine to investigate the impact of MYO5B loss on epithelial cell lineage choice. As expected from our RNA-sequencing data, MYO5B loss significantly decreased tuft cells and goblet cells, whereas Paneth cells were increased together with expanded OLFM4-producing progenitor/stem cells in the crypts. Intestinal organoids recapitulated the reduction of tuft cells by MYO5B loss and showed that Wnt signaling may be involved in tuft cell differentiation. Systemic LPA administration specifically increased tuft cells both in control and MYO5B-deficient mouse intestines likely independent from Notch. Inhibition of Notch signaling accelerated secretory cell differentiation and partially normalized brush border structure, indicating Notch activity in MYO5B-deficient intestine. These observations suggest that MYO5B loss induces differentiation deficits in progenitor cells through Wnt/Notch imbalance and that LPA and Notch signaling can independently stimulate alternative pathways for epithelial differentiation.

MYO5B loss affected the differentiation of intestinal secretory cell lineages, including Paneth, goblet, enteroendocrine, and tuft cells. 

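Math1 is another name of Atoh1, which the deposited table lists under the latter symbol only. Gfi1 (ENSMUSG00000029275, chromosome 5 from 107716657 to 107726036) had 0, 57 and 64 reads in control mice 2, 4 and 5, or 0, 1.29 and 1.28 FPKM, and 6, 38, 41 and 55 reads in MYO5B-knockout mice 3, 5, 6 and 7, or 0.192, 0.771, 0.702 and 0.853 FPKM. The log2 fold change of this gene was 0.20 over all libraries (standard error 1.03, limma's adjusted p = 0.943), and -0.67 without control mouse 2 and MYO5B-knockout mouse 3 (limma's adjusted p = 0.627), whose libraries detected few genes. Without control mouse 2 alone it was -1.06. Neurog3 (ENSMUSG00000044312, chromosome 10 from 62133090 to 62134763) had 0, 12 and 6 reads in the control mice and 0, 80, 74 and 28 reads in the MYO5B-knockout mice, or 0, 3.01, 2.35 and 0.806 FPKM. The log2 fold change between the groups was 1.76 (standard error 1.35, limma's adjusted p = 0.537) and 2.11 without the 2 libraries (limma's adjusted p = 0.319). It was 2.82 without MYO5B-knockout mouse 3 alone and 1.04 without control mouse 2 alone. Neurog3 overlaps 2010107G23Rik, which had more reads, and the counting is not stated to use strand. The groups overlapped for both genes, and neither passed over all genes tested or adjusted over the list alone.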

No significant change was detected in common transcription factors for those secretory lineages, such as *Math1*, *Atoh1*, *Gfi1*, or *Neurog3*, by RNA sequencing. Since some secretory cells live longer than 4 days, tamoxifen-induced MYO5B-knockout mice that survive only 4 days might not be an ideal model to investigate long-lived differentiated cells. Nevertheless, we found an 80% decrease in tuft cells, a 20% decrease in goblet cells, and an approximately 3-fold increase in Paneth cells in MYO5B-deficient intestine. Intriguingly, systemic LPA signaling specifically increased tuft cell frequency. The inhibition of tuft cell differentiation by MYO5B loss was consistent with that in organoid cultures. These observations indicate that tuft cell differentiation is likely upregulated by different pathways from other secretory cell lineages, which are dependent on a MYO5B-mediated mechanism and can be bypassed by LPA supplementation. To date, a number of tuft cell markers have been reported, including sensory molecules and secretory signal transmitters (28). Recent studies using multiplexed immunostaining and RNA sequencing following cell sorting techniques indicated that DCLK1^+^ tuft cells consist of many subsets that may serve different functions (17, 29, 30). A MYO5B-dependent and LPA-responsive subset of tuft cells might be different from naive tuft cells; however, further experiments are needed to identify them. We also demonstrated that ACTG1 immunostaining visualizes the distinct microvillus structure in tuft cells (Figure 1C), consistent with the observation in human intestine (11). Electron microscopic observations of intestinal tuft cells have revealed the long and wide microvilli, connected to a tubulovesicular network (31). Since the tuft cell microvilli lack LifeAct-GFP signal (unpublished observation), ACTG1 is a useful tool to investigate the tuft morphologies in paraffin sections. ACTG1 is 97% identical with cytoskeletal β-actin, but these 2 proteins are functionally distinguishable (32). ACTG1-deficient mice demonstrate deficits of mechanosensory stereocilia of hair cells, suggesting its distinct function in F-actin–based cytoskeletal stability (33). Although the existence of mechanosensory function in alimentary tuft cells is still controversial, ACTG1-mediated sensory function of tuft cells should be clarified in the future.

Gouyer et al. reported distinct goblet cell subpopulations along the crypt-to-villus axis that secrete fucosylated and nonfucosylated MUC2 throughout mouse ileum (18). TFF3 is an important factor for cytoprotection and is cosecreted with MUC2 in mouse intestine (34). The present results demonstrated a significant decrease in TFF3-producing goblet cells, and in particular, the UEA-1^–^ subset in MYO5B-deficient intestine (Figure 3). TFF3^+^UEA-1^+^ goblet cells were infrequently found in control intestine, while 50% of total goblet cells were dual positive in vehicle-treated MYO5B-deficient intestine (Figure 3C). This is likely due to incomplete maturation of goblet cells and maturation of MUC2 glycosylation resulting from MYO5B deficiency.

Paneth cells do not usually migrate toward the villus tip, and it is thought that the turnover of Paneth cells is longer than that of other types of differentiated intestinal cells. Lysozyme-positive granules were increased in MYO5B-deficient intestine, and Paneth cells were frequently found in the middle part of crypts within hyperproliferating progenitor cells (Figure 4). Despite the significant increase in Paneth cell frequency in MYO5B-knockout mice, RNA sequencing did not detect significant changes in transcription factors (*Klf15*, *Nlr4a1*) or Paneth cell–specific markers (*Lyz1*, *Ccrl2*, *Fzd9*, or *Darc*) (17). In addition, Paneth cell–derived Wnt3 transcription was significantly decreased by MYO5B loss (Figure 6A), suggesting that the maturation of Paneth cells might be inhibited in MYO5B-deficient intestine.

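Lyz1 (ENSMUSG00000069515, chromosome 10 from 117287796 to 117292868), which encodes the lysozyme of Paneth cells and whose reads could have been divided with its paralog Lyz2, was present at 825 ± 503 FPKM (SD, n = 3) in control mice and 761 ± 362 FPKM (SD, n = 4) in MYO5B-knockout mice. On the log2 scale its change was 0.035 (standard error 0.71, limma's adjusted p = 0.99). It changed sign to -0.36 without control mouse 2 and MYO5B-knockout mouse 3, the 2 libraries with few detected genes, and to -0.22 after median-ratio scaling. Without control mouse 2 alone it was -0.70. Klf15 (ENSMUSG00000030087, chromosome 6 from 90462576 to 90475238) had 0 reads in both of these libraries. In control mice 4 and 5 it was present at 2.44 and 3.54 FPKM, and in MYO5B-knockout mice 5, 6 and 7 at 0.66, 0.453 and 0.411 FPKM. Over all libraries its log2 fold change was -1.35 (standard error 1.18, limma's adjusted p = 0.591), and without the 2 libraries it was -2.34 (limma's adjusted p = 0.0315). It ranged from -2.99 to -0.40 with each mouse left out in turn. The table lists no gene named Nlr4a1, so that gene could not be looked up. Nr4a1, whose symbol is similar, had at most 31 reads in any library of the groups compared and a log2 fold change of 0.48 (limma's adjusted p = 0.78), or -0.071 without control mouse 2, -0.00093 without MYO5B-knockout mouse 5 and 0.46 without the 2 libraries. Ccrl2 and Fzd9 had log2 fold changes of 0.41 and 0.038 (limma's adjusted p = 0.803 and 0.983), and -0.12 and -0.23 without the 2 libraries. The sign of Fzd9 also changed, to -0.16 after median-ratio scaling, to -0.18 without control mouse 4 and to -0.31 without MYO5B-knockout mouse 3. Darc is listed under its current symbol Ackr1 (ENSMUSG00000037872) and had at most 1 read in any MYO5B-knockout library. It had 0, 1 and 6 reads in the control mice, a mean below the level of 3 reads, so no size of a fall could be bounded. Ackr1 passed with array weights, whose estimation did not converge (-1.58, limma's adjusted p = 0.0117). In the fit of all libraries without weights, none of the 6 genes passed over all genes tested or adjusted over the list alone.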

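Among the stem and progenitor cell genes, Mecom (ENSMUSG00000027684, chromosome 3 from 29951299 to 30548008) was present at 1.16 ± 0.252 FPKM (SD, n = 3) in control mice and 6.6 ± 2.06 FPKM (SD, n = 4) in MYO5B-knockout mice. Its log2 fold change was 2.37 (standard error 0.37, limma's adjusted p = 0.0146). It stayed between 2.20 and 2.57 with each mouse left out in turn. However, Mecom no longer passed without control mouse 4, control mouse 5, MYO5B-knockout mouse 5 or MYO5B-knockout mouse 6. Mecom did not pass with the 2 groups compared alone either (limma's adjusted p = 0.0766). Its log2 fold change was 2.50 without the 2 libraries with few detected genes (limma's adjusted p = 0.0208). Tgif1 (ENSMUSG00000047407, chromosome 17 from 70844205 to 70853546) rose from 2.39 ± 0.725 FPKM (SD, n = 3) to 6.11 ± 1.99 FPKM (SD, n = 4), a log2 fold change of 1.31 (standard error 0.36, limma's adjusted p = 0.0903). Arid5b (ENSMUSG00000019947, chromosome 10 from 68095593 to 68278726) had 0, 8 and 7 reads in control mice 2, 4 and 5 and 9, 53, 67 and 36 reads in MYO5B-knockout mice 3, 5, 6 and 7. The fitted log2 fold change was 1.75 (standard error 0.64, limma's adjusted p = 0.187). For Mecom, Tgif1 and Arid5b every MYO5B-knockout mouse lay above every control mouse. Sp5 (ENSMUSG00000075304, chromosome 2 from 70474923 to 70477729) was lower, at 5.73 ± 2.67 FPKM (SD, n = 4) in MYO5B-knockout mice against 13.7 ± 7.37 FPKM (SD, n = 3) in control mice, and the groups overlapped. The resulting log2 fold change was -1.21 (standard error 0.59, limma's adjusted p = 0.316). In the libraries with many detected genes, the log2 fold changes of Tgif1, Arid5b and Sp5 were 1.22, 1.72 and -1.37, with limma's adjusted p-values of 0.0685, 0.128 and 0.0628. Of the 7 stem cell genes that the paper names from these data, 1 passed over all genes tested and 4 passed adjusted over the list alone, which is not independent evidence since the study chose the list on these libraries. With DESeq2 and its prior, chosen after seeing the data, Sp5, Tgif1 and Arid5b passed, with adjusted p-values of 0.0107, 0.0115 and 0.0109. With edgeR on the same reads none of these passed, with adjusted p-values of 0.0858, 0.073 and 0.193. A covariate for the 2 libraries, also chosen after seeing the data, called Sp5 and Tgif1 (limma's adjusted p = 0.0119 and 0.0139), quantile normalization called Sp5 (limma's adjusted p = 0.0491), and array weights called Sp5, Tgif1 and Arid5b.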

MYO5B loss positively and negatively changes the transcriptional signatures for stem and/or progenitor cells: *Lgr5*, *Ascl2*, and *Sp5* are downregulated, while *Tgif1*, *Mecom*, and *Arid5b* are significantly increased (7). The present study demonstrates remarkable expansion of OLFM4-expressing crypts that are specifically regulated by Notch signaling rather than Wnt (25). MYO5B-deficient epithelial cells expressed significantly lower levels of Wnt ligands (Figure 6A). Both Wnt and Notch activities are required to maintain stem cells of intestinal epithelial crypts, and a distinct Wnt/Notch combination defines each type of cell lineage differentiation (23). Although the lack of a good antibody against Lgr5 or LDL receptor related protein 6 (Lrp6) limits studies to confirm the protein localization of Wnt-dependent signaling pathways, our observations suggest that MYO5B loss induces Wnt/Notch imbalance and disrupts stem cell function to promote differentiation. Those alterations in stem/progenitor cells were not affected by LPA, consistent with the hyperproliferation and unchanged Notch target, HES1, indicating that LPA cannot normalize the abnormal stem cells and proliferating activities in MYO5B-knockout mice. Additionally, we confirmed the activity of Notch signaling in MYO5B-deficient intestine by using the Notch inhibitor DBZ in vivo. As previously reported, transient inhibition of Notch signaling induces OLFM4 reduction and hyperplasia of secretory cell lineages, including goblet and tuft cells (27), a phenotype opposite to that induced by MYO5B loss. *VilCre^ERT2^* *Myo5b^fl/fl^* mice similarly responded to DBZ treatment with an increase in secretory cells. More impressively, the differentiation of enterocytes expressing apical NHE3 and SGLT1 was enhanced by DBZ. These results suggest that MYO5B loss induces relatively low Wnt/high Notch imbalance that may cause cell differentiation deficits and that the modification of Notch signaling could be a therapeutic target.

Consistently, tuft cell differentiation was reduced by MYO5B loss in intestinal organoid cultures. DCLK1^+^ tuft cells were markedly fewer in undifferentiated organoids compared with differentiated organoids. MYO5B-deficient organoids demonstrated a similar number of tuft cells to undifferentiated organoids, suggesting that MYO5B loss directly inhibits differentiation of tuft cell lineage in progenitor cells. Inhibition of Notch signaling induces tuft cell hyperplasia in vivo and in vitro (25, 26). To our knowledge, however, the direct effect of Wnt signaling on tuft cell differentiation has not been investigated. In the present study, we found that the Wnt inhibitor, C59, in addition to the removal of exogenous Wnt in the differentiation media, significantly reduced tuft cell numbers in control organoids but did not affect MYO5B-deficient organoids (Figure 7C). The differences in tuft cell populations between control and MYO5B-iKO organoids were not as great as the difference in the intestinal tissues. It is likely because the Organoid Growth Medium (STEMCELL Technologies) contains a high amount of Wnt. Taken together with the decreased expression of Wnt ligands in MYO5B-deficient jejunum (Figure 6A), epithelial cell–derived Wnt ligands are likely depleted by MYO5B loss in organoid cultures. Those observations suggest that epithelial Wnt signaling likely potentiates the differentiation of tuft cells in mouse small intestine.

Our observations in the present study suggest that MYO5B is important for progenitor cell differentiation and that LPA signaling can stimulate an alternative pathway of tuft cell and enterocyte differentiation. The balance of Wnt/Notch signaling is likely impaired by MYO5B loss, and it may explain the alteration in secretory cell differentiation deficits. Further studies are needed to clarify precise cellular mechanisms of how MYO5B interacts with Wnt and Notch signaling molecules and which LPA receptor subtype(s) mediate the hyperplasia of tuft cells. Since the cellular mechanisms of LPA and Notch signaling likely generate overlapping influences on cell differentiation, rebalancing Wnt/Notch signaling may represent an effective therapeutic approach for treatment of MVID.

## Methods

### Mice.

*VilCre^ERT2^* and *Myo5b^fl/fl^* mice on a C57BL/6J background generated by our group (4) were separately maintained with more than 10 times backcrossing, and *VilCre^ERT2^* *Myo5b^fl/fl^* and littermate control mice were obtained by crossing those lines. Cre recombinase was activated at the age of 8–12 weeks with a single dose of tamoxifen (2 mg), as previously reported (4). LPA (3 mg/kg, 18:1 1-oleoyl-Lyso PA, 857231-P, Avanti Polar Lipids) solution was prepared and administered by og or ip injection once a day for 4 days as previously reported (7). Tamoxifen-injected *VilCre^ERT2^ Myo5b^fl/–^* or *Myo5b^fl/fl^* mice were used as controls. Some *VilCre^ERT2^* *Myo5b^fl/fl^* and *Myo5b^fl/fl^* (control) mice were ip injected with DBZ (30 μmol/kg, Tocris, Bio-Techne) (27) 1 day after tamoxifen injection. To trace proliferating cells, some mice received EdU (5 mg/kg) 24 hours before euthanasia. All mice were euthanized 4 days after tamoxifen injection, and the duodenum, jejunum, and ileum were collected.

### In vitro MYO5B-iKO organoids.

Intestinal organoids were generated from jejunal crypts of adult *VilCre^ERT2^ Myo5b^fl/fl^* mice and passaged twice with mechanical breakdown before the activation of Cre recombinase. One day after the second passage, 1 μM 4-OH-tamoxifen (SML1666, MilliporeSigma) was added into the Organoid Growth Medium (Mouse OGM, STEMCELL Technologies) and incubated for 24 hours (7). After the incubation with 4-OH-tamoxifen (iKO) or the vehicle, 100% ethanol (control), the medium was replaced with the modified Minigut medium (35) containing 5% Noggin-conditioned medium and 5% R-spondin–conditioned medium (Vanderbilt Organoid Core) to withdraw Wnt and EGF for enhancing cell differentiation.

### Immunohistochemistry.

Intestinal tissues were fixed with 10% neutral buffered formalin (NBF), embedded in paraffin as Swiss rolls, and cut into 4-μm-thin sections. Paraffin sections were deparaffinized in Histo-Clear (National Diagnostics) and a series of ethanol, then boiled under high pressure for 15 minutes in citrate buffer (S1699, Agilent). After preincubation with Protein Block (X0909, Agilent) for 1 hour, tissues were incubated with primary antibodies against DCLK1 (rabbit, 1:2000, ab109029, Abcam), TFF3 (rabbit, 1:1000, gift from Daniel K. Podolsky, the University of Texas Southwestern, Dallas, Texas, USA), lysozyme (rabbit, 1:400, ab108508, Abcam), ChgA (rabbit, 1:4000, 20085, ImmunoStar), OLFM4 (rabbit monoclonal, 1:200, D6Y5A, Cell Signaling Technology), MCT1 (guinea pig, 2 μg/mL; ref. 36), HES1 (rabbit, 1:200, 11988, Cell Signaling Technology), SGLT1 (rabbit, 0.5 μg/mL; ref. 7), and γ-actin (ACTG1; mouse monoclonal, sc-65638, Santa Cruz Biotechnology) that were diluted with Antibody Diluent with background reducing components (S3022, Agilent) for 1 hour at room temperature. Fluorescently labeled secondary antibodies (5 μg/mL, Jackson ImmunoResearch, 711-165-152, 711-175-152, 706-165-148, 715-606-151, 715-546-151) and FITC-conjugated UEA-1 (0.5 μg/mL, L9006, MilliporeSigma) were diluted with Antibody Diluent (S0809, Agilent) and incubated for 1 hour at room temperature. Nuclei were counterstained with Hoechst 33342 (4 mM, Thermo Fisher Scientific), diluted in PBS. EdU was visualized by Click-iT reaction from the Click-iT EdU Alexa Fluor 647 kit (C17340, Thermo Fisher Scientific). The stained slides were coverslipped with ProLong Gold Antifade Reagent (P36934, Thermo Fisher Scientific). Whole-slide fluorescence images were scanned by a Versa imager 200 with a 20× objective (Leica Biosystems) in the Vanderbilt Digital Histology Shared Resource (DHSR). *n* = 3–6 mice per group were analyzed.

For identifying goblet cells, coverslips were removed by heating slides after imaging of TFF3 and UEA-1 staining. The slides were rinsed in PBS, and PAS staining was performed at the Translational Pathology Shared Resource at Vanderbilt University Medical Center. The bright-field images were scanned by an SCN400 (Leica Biosystems).

### Whole-mount organoid staining.

Organoids were fixed with 10% NBF for 30 minutes in Matrigel domes, rinsed with cold PBS containing 1% BSA, and centrifuged at 600*g* for 1 minute at 4°C to remove Matrigel. Fixed organoids were blocked with 10% normal donkey serum in PBS containing 0.3% Triton X-100 for 2 hours and incubated with the DCLK1 antibody (1:4000) diluted with the blocking solution for 2 days at 4°C. After rinsing in PBS with Triton X-100, donkey anti-rabbit Cy3 antibody (2.5 μg/mL, 711-165-152, Jackson ImmunoResearch), Alexa Fluor 488 phalloidin (1:400, A12379, Thermo Fisher Scientific), and Hoechst 33342 (2 mM) were applied for 2 hours. Whole organoids and high-magnification images of native intestinal sections were imaged using a Nikon Ti-E microscope with an A1R laser scanning confocal system (Nikon Instruments Inc.).

### Digital image analysis.

The digital image analysis to quantify the frequency of differentiated cells was developed at the DHSR. Fluorescence images of individual markers were extracted as JP2 or TIF and tiled into small images to process in Cell Profiler (37). The whole pipeline of Cell Profiler that we built for cell identification is in Supplemental Data 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.150416DS1 Total cell numbers were determined using Hoechst staining. For counting goblet (TFF3^+^), tuft (DCLK1^+^), or enteroendocrine (ChgA^+^) cells, immunoreactive cells, including nuclei, were identified and quantified using Cell Profiler scripts in whole small intestine. Paneth cells were identified by lysozyme immunostaining and green fluorescence signals without primary antibody in apical granules that were detected by the Spectrum Green filter cube (Chroma C169110; excitation 480, emission 535 nm).

### qRT-PCR.

Total RNA was prepared from isolated epithelial cells from jejunum of tamoxifen-induced or noninduced *VilCre^ERT2^ Myo5b^fl/fl^* mice by using TRIzol (Thermo Fisher Scientific), according to the manufacturer protocol. After reverse transcription of the RNA by using SuperScript III First-strand Synthesis System for RT-PCR (Thermo Fisher Scientific), cDNA was used as a template in PCR. Real-time quantitative PCR was performed utilizing SsoAdvanced Universal SYBR Green Supermix with CFX96 Real-Time System (Bio-Rad Laboratories). Previously published primer pairs were used (Supplemental Table 1). Target gene expressions were calculated relative to values from GAPDH by ΔΔCt method. RNA-Seq data that were generated in our previous study (7) (GEO database, accession number GSE139302) were analyzed for evaluating cell type–specific transcriptions.

### Statistics.

Statistical differences were determined using GraphPad Prism 9 with a *P* value of less than 0.05 considered significant. The test used in each analysis is described in the figure legends.

### Study approval.

The Institutional Animal Care and Use Committee of Vanderbilt University Medical Center, Nashville, Tennessee, USA, approved all experimental procedures and animal care.

## Author contributions

IK designed, performed, and analyzed studies and wrote the manuscript; JTR developed methods, analyzed data, and edited the manuscript; SRK, ACE, and AB performed experiments and edited the manuscript; AEG and MW provided essential materials; and JRG designed studies, provided research funds, and edited the manuscript.

## Supplementary Material

Supplemental table 1

Supplemental CellProfiler script

## Figures and Tables

**Figure 1:**
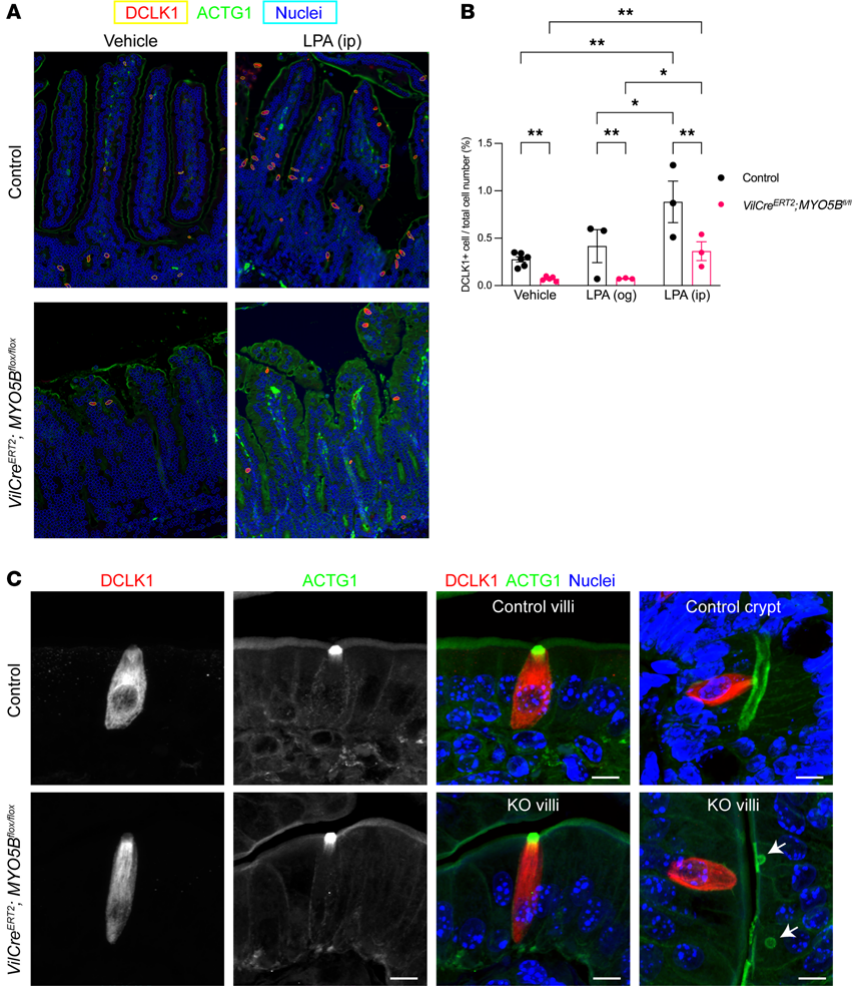
Changes in frequency of intestinal tuft cells by MYO5B loss and ip administration of LPA. (**A**) Representative overlaid images of immunostaining and digitally identified cells. Whole-slide images of small intestine were analyzed. All nuclei were identified by Hoechst signals (shown in blue) and circled by light blue, and DCLK1^+^ tuft cells (shown in red) were defined with yellow circles. Original magnification is 20×. (**B**) Quantification of tuft cell frequency. Total cell number was counted by nuclei. Mean ± SD. Each data point represents a value from individual mouse. *P < 0.05, **P < 0.01 analyzed by 2-way ANOVA with Tukey’s multiple comparison. *n* = 3–6 mice per group. (**C**) *Z*-stack confocal images of DCLK1 (red) and ACTG1 (green) in tuft cells in control and induced MYO5B-deficient mouse jejunum. Vertical sections of tuft cell show dense ACTG1^+^ microtubule structure in both villi and crypts of control intestine. Villus tuft cells were present in MYO5B-deficient intestine with similar morphologies to those in controls. Arrows: microvillus inclusions in MYO5B-deficient enterocytes. Scale bars: 10 μm. ACTG1, actin gamma 1.

**Figure 2:**
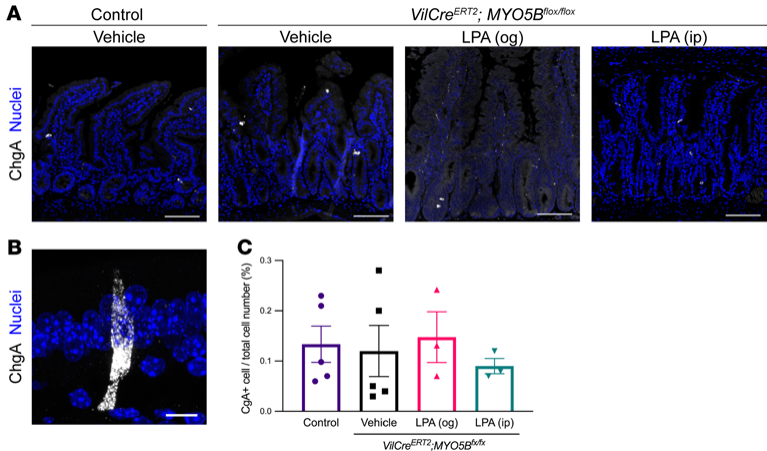
Lack of changes in the frequency of enteroendocrine cells in MYO5B-deficient intestine. (**A**) Representative immunostaining for chromogranin A (ChgA) in jejunal sections from control and induced MYO5B-knockout mice 4 days after tamoxifen injection. ChgA^+^ cells were scattered throughout the crypt-to-villus axis in all treatment groups. Scale bar: 100 μm. (**B**) Representative high-magnification image of ChgA immunoreactivity. ChgA^+^ secretory granules were distributed in the cytosol. Scale bar: 10 μm. (**C**) Quantification of enteroendocrine cells in whole small intestine. Mean ± SD. Each data point represents a value from an individual mouse. No significant difference was detected by 1-way ANOVA.

**Figure 3:**
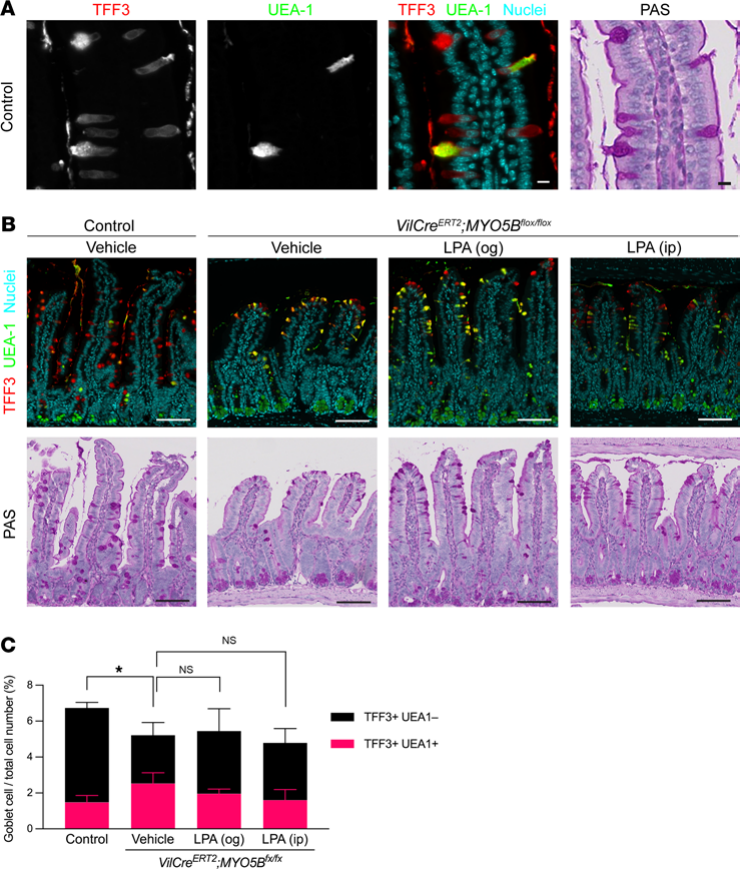
Decrease in frequency of goblet cells in MYO5B-deficient mouse small intestine. (**A**) Colocalization of TFF3-immunoreactivity with PAS staining in goblet cells of control mouse intestine. TFF3 staining was detected in luminal mucus and in the cytosol of goblet cells similar to the intense red staining by PAS. UEA-1 staining was found in a subset of mucus granules. Scale bars: 10 μm. (**B**) Representative staining for goblet cells in jejunum from control and tamoxifen-induced MYO5B-knockout mice after 4-day treatment with vehicle, og LPA, or ip LPA. Scale bars: 100 μm. (**C**) Quantification of UEA-1– and/or TFF3-immunoreactive goblet cells in whole small intestine using digital image analysis. *n* = 4 mice per group. Mean ± SD. *P < 0.05 in total goblet cell numbers analyzed by 1-way ANOVA with Dunnett’s multiple comparison.

**Figure 4:**
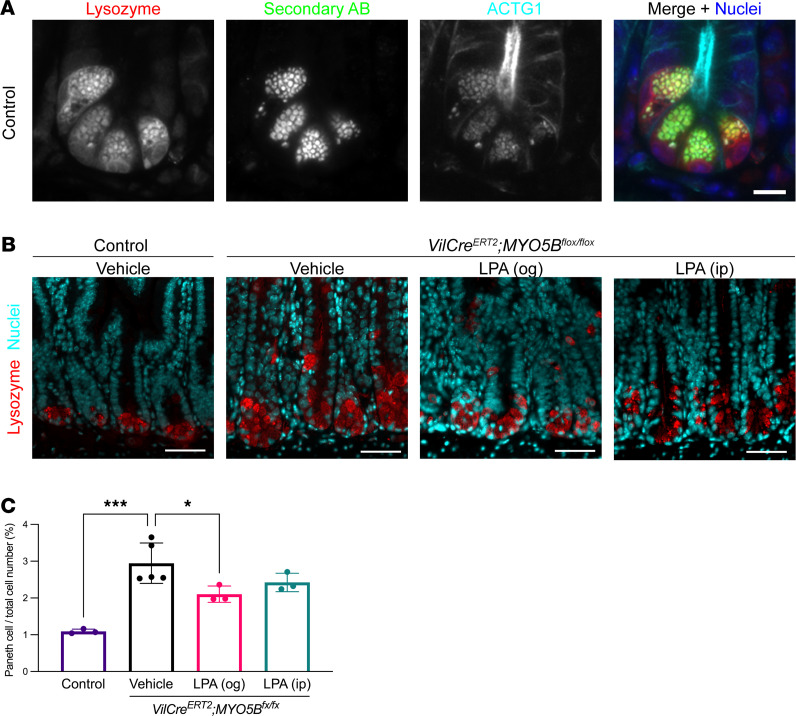
Increased Paneth cells in MYO5B-deficient small intestine. (**A**) Colocalization of lysozyme and autofluorescence in apical granules of Paneth cells. Scale bar: 10 μm. (**B**) Representative immunostaining for lysozyme in jejunum from control and induced MYO5B-knockout mice 4 days after tamoxifen injection. Some Paneth cells in MYO5B-knockout mice migrated toward villi in addition to the crypt bottom. Scale bars: 100 μm. (**C**) Quantification of Paneth cell frequency using digital image analysis. Mean ± SD. Each data point represents a value from individual mouse. *n* = 3–4 mice per group. *P < 0.05; ***P < 0.001 by 1-way ANOVA with Dunnett’s multiple comparison.

**Figure 5:**
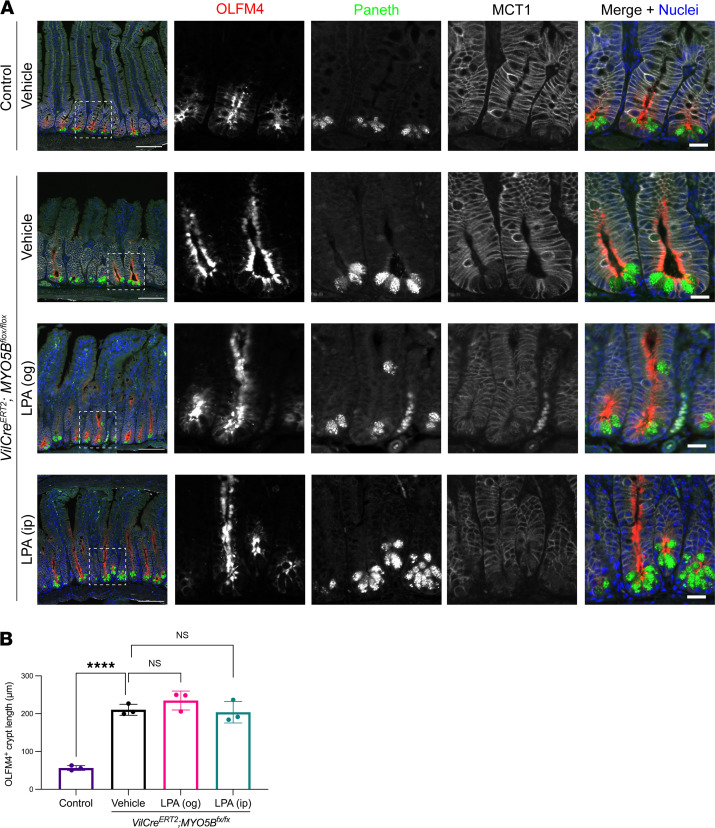
Changes in immunostaining pattern for OLFM4 and MCT1 induced by MYO5B loss. (**A**) OLFM4^+^ stem/progenitor cells were limited to the bottom half of crypts in control intestine. Tamoxifen-induced MYO5B-deficient intestines with or without LPA supplementation demonstrated an extended OLFM4^+^ cell zone along with expanded crypt length. MCT1 was localized on the basolateral membranes of epithelial cells. Control intestine had ubiquitous expression of MCT1 along the crypt-to-villus axis, whereas MYO5B-deficient intestine showed clear MCT1 expression only in the crypt cells. Scale bars: 100 μm in merged images in the left column, 20 μm in the right column. (**B**) OLFM4^+^ crypt length was compared. Each data point represents an average value of 10 measured sites in an individual mouse. *n* = 3 mice per group. ****P < 0.0001 by 1-way ANOVA with Dunnett’s multiple comparison.

**Figure 6:**
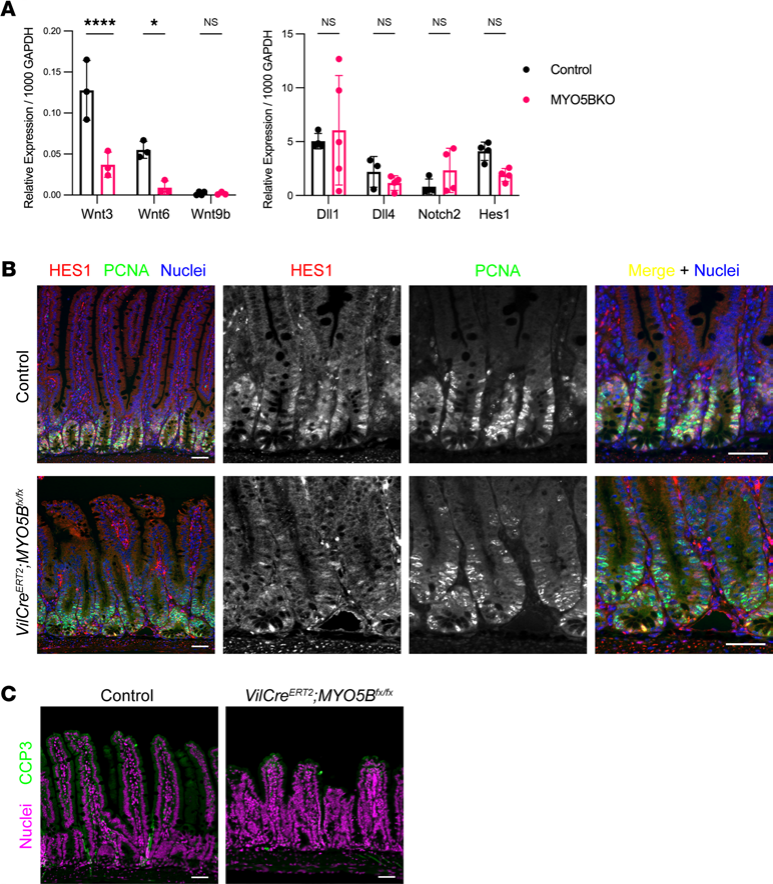
Alteration in the balance of Wnt/Notch signaling induced by MYO5B loss. (**A**) mRNA expressions of Wnt ligands and Notch signaling molecules in isolated epithelial cells were compared between control and tamoxifen-induced MYO5B-deficient mouse jejunum. Mean ± SD. Each data point represents a value from individual mouse. *n* = 3–5 mice per group. *P < 0.05, by 2-way ANOVA with Bonferroni’s post hoc test. (**B**) Immunostaining for a Notch signaling effector, HES1 (red), and a proliferating cell marker, proliferating cell nuclear antigen (PCNA) (green), in mouse jejunum. (**C**) Immunostaining for the apoptosis marker cleaved caspase-3 (CCP3). CCP3^+^ cells were infrequently identified in upper part of villi similarly in control and MYO5B-deficient intestine. Scale bars: 50 μm. Dll, delta like canonical Notch ligand; Hes1, hes family bHLH transcription factor 1.

**Figure 7:**
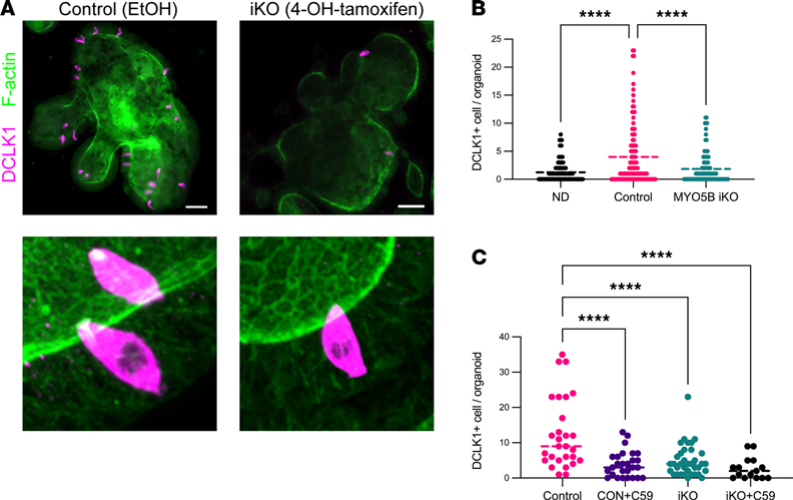
Tuft cell differentiation in *VilCre^ERT2^* *Myo5B^fl/fl^* intestinal organoids. (**A**) Immunostaining for DCLK1 (magenta) and F-actin (green) in whole-mount organoids. MYO5B loss was induced by 4-OH-tamoxifen in vitro (iKO) and control organoids were incubated with ethanol as vehicle. (Inset) Confocal images of F-actin show brush borders and the long microvillus structure in tuft cells. Scale bars: 20 μm. Insets: original magnification is 60×. (**B**) Tuft cell numbers were determined per organoid. ND, nondifferentiated organoids that were cultured for same period in IntestiCult Organoid Growth Medium as differentiated organoids. (**C**) Wnt signaling inhibitor C59 (10 μM) significantly reduced tuft cell differentiation in control organoids to a similar level as in iKO organoids. Each data point represents a value of individual organoid. *n* = 15–36 (**B**) and *n* = 98–133 (**C**) samples from 3 mice per group. ****P < 0.0001 by 1-way ANOVA with Dunnett’s multiple comparison.

**Figure 8:**
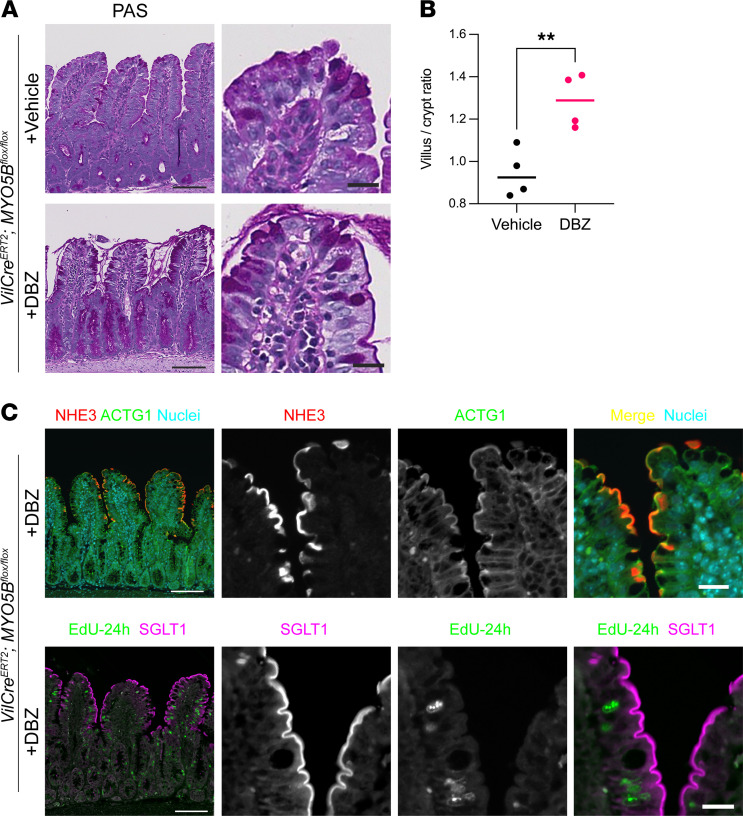
DBZ treatment improved enterocyte differentiation in tamoxifen-induced MYO5B-knockout mice. (**A**) PAS-stained jejunum of vehicle- or DBZ-treated *VilCre^ERT2^* *Myo5B^fl/fl^* mice. Paneth and goblet cells and brush borders were stained in dark purple. Scale bars: 100 and 10 μm. (**B**) Villus and crypt lengths were determined in 10 regions of jejunum of each mouse. Data point indicates the average value of individual mouse. *n* = 4 mice per group. **P < 0.01 by unpaired 2-tailed *t* test. (**C**) Brush border localization of NHE3 and SGLT1 in DBZ-treated MYO5B-deficient intestine. NHE3 was colocalized with the microvillus marker ACTG1 in a subset of enterocytes in villi. Some mice received EdU (5 mg/kg) 24 hours before euthanasia that was identified in some SGLT1^+^ villus cells, indicating that newly differentiated cells express SGLT1 with proper localization.

**Figure 9:**
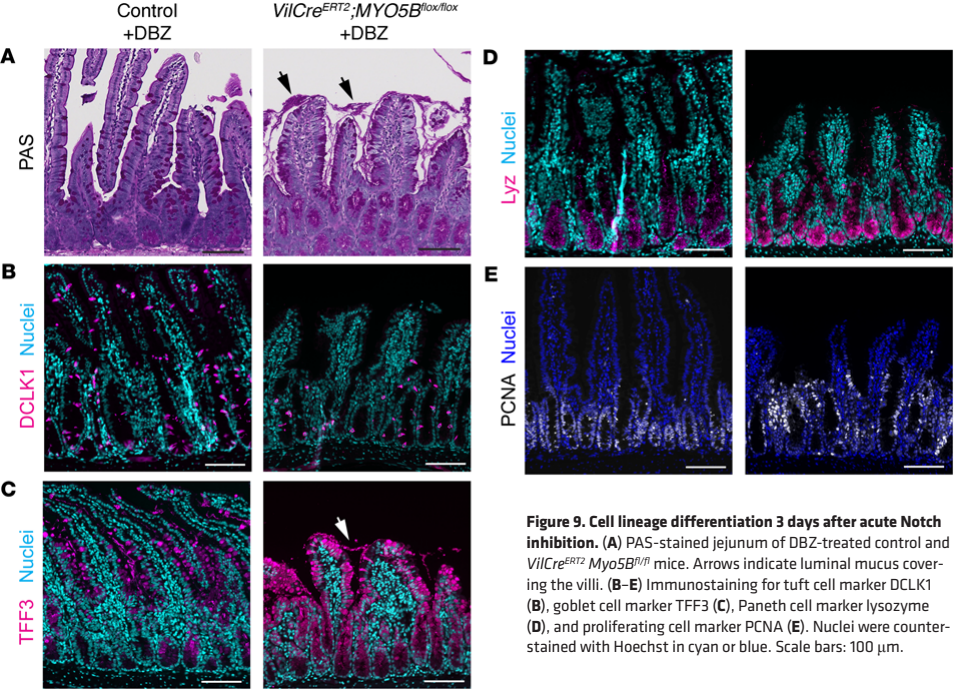
Cell lineage differentiation 3 days after acute Notch inhibition. (**A**) PAS-stained jejunum of DBZ-treated control and *VilCre^ERT2^* *Myo5B^fl/fl^* mice. Arrows indicate luminal mucus covering the villi. (**B**–**E**) Immunostaining for tuft cell marker DCLK1 (**B**), goblet cell marker TFF3 (**C**), Paneth cell marker lysozyme (**D**), and proliferating cell marker PCNA (**E**). Nuclei were counterstained with Hoechst in cyan or blue. Scale bars: 100 μm.

# Supplementary material for: Cell differentiation is disrupted by MYO5B loss through Wnt/Notch imbalance
**Source:** JCI Insight. 2021 Aug 23;6(16):e150416. doi: 10.1172/jci.insight.150416
**Supplement:** Supplemental table 1

Supplemental Table 1. Primer sequences for qPCR

| Gene          | Forward                  | Reverse                   |     |
|---------------|--------------------------|---------------------------|-----|
| <i>Wnt3</i>   | GGGGCGTATTCAAGTAGCTG     | GTAGGGACCTCCCATTGGAT      | (1) |
| <i>Wnt6</i>   | TGCCCCGAGGCGCAAGACTG     | ATTGCAAACACGAAAGCTGTCTCTC | (2) |
| <i>Wnt9b</i>  | AAGTACAGCACCAAGTTCCTCAGC | GAACAGCACAGGAGCCTGACAC    | (2) |
| <i>Dll1</i>   | CTGAGGTGTAAGATGGAAGCG    | CAACTGTCCATAGTGCAATGG     | (3) |
| <i>Dll4</i>   | TCGTCGTCAGGGACAAGAATAGC  | CTCGTCTGTTTCGCCAAATCTTACC | (3) |
| <i>Notch2</i> | TGCCTGTTTGACAACCTTTGAGT  | GTGGTCTGCACAGTATTTGTCAT   | (4) |
| <i>Hes1</i>   | TGCCAGCTGATATAATGGAGAA   | CCATGATAGGCTTTGATGACTTT   | (4) |
| <i>Gapdh</i>  | TTCCAGTATGACTCCACTCACGG  | TGAAGACACCAGTAGACTCCACGAC | (5) |

#### References

1. He W, et al. Wnt/beta-catenin signaling promotes renal interstitial fibrosis. *J Am Soc Nephrol.* 2009;20(4):765-76.
2. Davies PS, et al. Wnt-reporter expression pattern in the mouse intestine during homeostasis. *BMC Gastroenterology.* 2008;8(1):57.
3. Bohin N, et al. Rapid Crypt Cell Remodeling Regenerates the Intestinal Stem Cell Niche after Notch Inhibition. *Stem Cell Reports.* 2020;15(1):156-70.
4. Lim JS, et al. Intratumoural heterogeneity generated by Notch signalling promotes small-cell lung cancer. *Nature.* 2017;545(7654):360-4.
5. Ulatowski LM, et al. Strain-specific variants of the mouse *Cftr* promoter region reveal transcriptional regulatory elements. *Human Molecular Genetics.* 2004;13(17):1933-41.

How the deposited data were processed for this re-analysis (not part of the article)

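RNA of isolated jejunal epithelial cells from 10 mice was analysed: 3 control mice given corn oil and not induced (mice 2, 4 and 5), 4 MYO5B-knockout mice given tamoxifen (2 mg) and vehicle (mice 3, 5, 6 and 7), and 3 MYO5B-knockout mice given tamoxifen and LPA (3 mg/kg, mice 1, 4 and 5), all collected on day 4. Groups were taken from the sample labels. The label of LPA-treated mouse 1 names the vehicle in 1 line of its description and LPA in the title and another line. It was taken as LPA-treated, which gives the 3 LPA-treated and 4 vehicle-treated mice that the series text counts.

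The authors deposited a table of FPKM per gene from poly-A RNA sequencing. The labels and the paper's text name no aligner, counting tool or genome build. The authors also deposited a list of 9 genes called higher in LPA-treated than in vehicle-treated MYO5B-knockout mice, with read counts, FPKM, a mean of normalized counts per group, a log2 fold change and p-values. The mean of normalized counts is a signal per group that the authors made before depositing it, by a normalization they do not state. Tables of pathways enriched among the genes they called higher or lower in MYO5B-knockout than in control mice give counts of genes and p-values. No table of all genes with the authors' test is among the deposited files. The 342 symbols of the marker lists and of the genes named were looked up in the FPKM table, and 342 were found, 4 of them by an older name or identifier. The name Nlr4a1, as the paper prints it, was not found. Rows that share a symbol (72 symbols) were kept apart by identifier.

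The FPKM of a library multiplied by gene length are whole multiples of one step for 99.99% of values, so the reads on each gene and the depth of each library were recovered, between 10949420 and 24470409 reads. A gene with 0 reads may have had up to 3 reads at this depth. Such limits cover counting error only, since reads are not independent molecules.

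The FPKM were used as deposited: log2(FPKM + 0.1), genes with a mean of at least 0.1 FPKM over the 10 libraries (15729 of 35275 genes), one linear model of the 3 groups with limma 3.58.1 (lmFit, eBayes with trend), two-sided tests, and Benjamini-Hochberg adjustment with a threshold of 0.05. The contrasts were MYO5B-knockout against control mice and LPA-treated against vehicle-treated MYO5B-knockout mice. Lists of marker genes were tested with limma's camera at a preset correlation of 0.01, adjusted over 9 lists within each contrast: tuft cell genes other than those the paper names, goblet, Paneth, enteroendocrine, stem, proliferation, enterocyte, Wnt target and Notch pathway genes. The other lists (the paper's tuft cell genes, immune cells, mesenchyme, erythrocyte, interferon response, LPA receptors and sterol synthesis) describe the preparations and were not adjusted. All 16 lists were written from general knowledge before the data were examined. The genes named are those the paper names, the genes of the proteins it stained, and, for each contrast, up to 5 rises and 5 falls, the largest among genes past the threshold whose groups do not overlap and whose mean is at least 1 FPKM in either group. In the LPA contrast no gene met this rule. The sorting of the tuft cell genes by expression in leukocytes was written after the immune list had been seen to fall and before the change of either part was looked at.

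Alternatives set before the data were examined were a pseudocount of 1 or 0.01, a filter at a mean of 1 FPKM or none, scaling by the median ratio over 7303 genes, quantile normalization, the 2 groups compared alone, array weights, no variance trend, a threshold of 0.01, a log2 fold change of at least 1, values relative to Gapdh for the genes measured by qRT-PCR, fry and an estimated correlation for the lists, and leaving out each mouse in turn. The estimation of array weights stopped before it converged, with weights between 0.102 and 12.1. Alternatives chosen after seeing the data were leaving out the 2 libraries with fewer than 15000 detected genes, a covariate for these libraries, a covariate for libraries with Xist above 1 FPKM, and edgeR 4.0.16 (quasi-likelihood test) and DESeq2 1.42.0 (with its prior on fold changes, on the 2 groups compared), both on the recovered reads. The scripting tools were R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. On simulated data of 15681 genes, 200 of them changed, limma called 83.5% of the changed genes, 6.18% of its calls were unchanged genes, and it called 2 genes between groups without a difference. edgeR called 93% and DESeq2 94% of the changed genes. The simulated changes were large (medians fitted by limma 1.98 and -1.84) and lay only in genes with more than a few reads. Every gene had the same dispersion (spread between libraries beyond counting error), and no library was given few detected genes. These rates therefore do not carry over to smaller changes, to genes with few reads or to the 2 libraries with few detected genes.

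Of 59 genes named, 15 overlap another gene of the table, 5 of them with at least 10% as many reads on it (Chat, Trpm5, Nfkb2, Dll4 and Neurog3). The paper's histology, qRT-PCR and organoid experiments were not analysed here.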

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

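The tests on detected genes, Xist and the Y chromosome were chosen after the result was seen, and the test on immune and stromal genes before it. Within the 4 MYO5B-knockout mice, each measure was tested for a mouse far from the other 3 (Dixon's test). Of 66 measures tested, 9 held such a mouse, where chance gives about 3.3, and 7 of the 9 lay in MYO5B-knockout mouse 3.

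The library of MYO5B-knockout mouse 3 detected 12601 genes, with 4.17% of them at 1 to 3 reads and 18% of its reads on mitochondrial genes. Control mouse 2 had the same features, so they do not follow the groups. Drawn down to the depth of the shallowest library, the other 8 libraries still detected at least 16264 genes against at most 12488 in these 2, which argues against depth. At equal depth without the 50 most abundant genes of each library, they detected at least 15917 against at most 12407, which argues against a few genes taking most of the reads. The state of the RNA or the making of these 2 libraries stays open and was not tested, and the labels name no batch. No biological explanation was tested.

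In the same mouse, Nfkb2 lay far below the other MYO5B-knockout mice at 2.94 FPKM, Gapdh far below at 189 FPKM and Fzd9 above them at 0.996 FPKM, the last from 25 reads. Gapdh was also low in control mouse 2, at 192 FPKM. LPA-treated mouse 5 lay between, at 689 FPKM, against at least 1429 FPKM in the remaining libraries. Its library had 17748 detected genes, but mt-Nd5 took 1.43% of its reads, against at most 0.22% in those remaining libraries. It stays in the LPA contrast when MYO5B-knockout mouse 3 is left out. Nfkb2 was not low in control mouse 2, at 18.2 FPKM. For these genes the features of the library and a difference of the mouse itself were not separated by a test.

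Xist was present at 8.41 FPKM in MYO5B-knockout mouse 3 and at 15.1 FPKM in LPA-treated mouse 1, and at most at 0.0524 FPKM in the other 8 libraries, although the labels give all mice as male. The 4 genes of the Y chromosome had 0 reads in these 2 libraries and at least 836 in each of the others, which argues against RNA of female mice mixed into libraries of male mice. Female mice in these 2 places, or libraries exchanged with others, stay open. Sex as a covariate, chosen after seeing the data, gave 100 genes past the threshold between MYO5B-knockout and control mice.

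Mki67 lay below the other MYO5B-knockout mice in mouse 7, at 10.9 FPKM, and Anxa10 above them in mouse 5, at 56.3 FPKM. These libraries resembled the others in detected genes. No explanation was tested for either value.

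The paper does not report on stromal genes. A list of 17 mesenchyme genes was higher in LPA-treated than in vehicle-treated MYO5B-knockout mice, with a median log2 fold change of 1.24 and 15 of 17 genes higher (camera, unadjusted p = 1.57e-09, 0.012 with fry and 0.0165 with the estimated correlation). Without MYO5B-knockout mouse 3, one of the libraries with few detected genes, the median was 1.62, with 1 of 17 genes lower. Without the genes of the authors' deposited list, the median of 16 mesenchyme genes was 1.23, and that of 23 immune cell genes 0.25. Over mice, the mean of these mesenchyme genes differed with an exact permutation p of 0.114 and that of the immune genes with 0.857, where the smallest p that 3 mice against 4 allow is 0.0571. The mesenchyme score of LPA-treated mouse 1, -0.96, lay below that of MYO5B-knockout mouse 3, -0.90, which alone makes the groups overlap. LPA-treated mice 4 and 5 scored 0.17 and 0.52. Mouse 1 is the one whose label names the vehicle in 1 line and whose library held Xist, so its place in the LPA group is less sure. MYO5B-knockout mice 5, 6 and 7, at -1.65, -1.47 and -1.06, lay below every LPA-treated mouse. Of the most abundant mesenchyme genes, Fbln1 was 9.86 FPKM in vehicle-treated and 8.59 FPKM in LPA-treated mice, Vim 2.56 and 5.36 FPKM, and Tagln 3.04 and 3.26 FPKM. More stromal cells in the LPA-treated preparations and a change in expression cannot be told apart with these mice, because the mice are few and the abundant genes differ among themselves.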

How the results depend on the processing

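The alternatives without the 2 libraries with few detected genes, with a covariate for these libraries or for sex, and under edgeR or DESeq2 were chosen after seeing the data. All others were set before the data were examined. The cause of a change was not tested unless it is given.

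Between MYO5B-knockout and control mice, 316 genes passed the threshold. The count was 399 with a pseudocount of 1, 263 with 0.01, 441 with a filter at a mean of 1 FPKM, 443 under edgeR and 316 with a log2 fold change of at least 1. It moved by over 1.5 times to 188 without a filter, 598 after median-ratio scaling, 804 after quantile normalization, 50 with the 2 groups alone, 7414 with array weights and 188 without a trend. It was 778 without the 2 libraries with few detected genes, 2449 with a covariate for them, 100 with sex as a covariate and 1540 under DESeq2. At the threshold of 0.01, 57 genes passed, which follows from the threshold. Leaving out each mouse in turn gave from 44 genes without control mouse 5 to 403 without MYO5B-knockout mouse 3. Without control mouse 4 the count was 79, without MYO5B-knockout mice 5, 6 or 7 it was 73, 99 or 170, and without LPA-treated mice 1, 4 or 5 it was 155, 154 or 150. Of the 316 genes, 263 also passed without the 2 libraries with few detected genes and 277 after median-ratio scaling. The share of the genes past the threshold that were higher fell from 56% to 39.1% after median-ratio scaling and 45.5% after quantile normalization, so the balance of rises and falls depends on the scaling. The median of all genes was between -0.0038 without control mouse 2 and 0.49 without MYO5B-knockout mouse 3.

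Between LPA-treated and vehicle-treated MYO5B-knockout mice, 0 genes passed and 459 had an unadjusted p under 0.05. With array weights 169 genes passed, under DESeq2 11 and under edgeR 0. The estimation of the weights did not converge.

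The tuft, proliferation and enterocyte lists kept their direction under every alternative run between MYO5B-knockout and control mice, with medians of -0.99, 1.29 and -1.001, and passed under all but fry and the estimated correlation, which leave the medians as they are. In the LPA contrast the goblet, Paneth, enteroendocrine, proliferation and enterocyte lists, with medians of 0.56, -1.34, 0.64, -0.34 and -0.26, did not pass under fry or the estimated correlation either.

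After median-ratio scaling, the Paneth and stem lists changed sign (medians -0.21 and -0.17) and Muc2, Lyz1 and Fzd9 changed sign (-0.15, -0.22 and -0.16). After quantile normalization, the stem list changed sign (median -0.15) and Notch1, Gfi1 and Fzd9 changed sign (-0.11, -0.063 and -0.25). Under the same setting, the tuft and Wnt target lists changed sign in the LPA contrast (medians -0.040 and -0.10). With array weights, the Paneth and Notch pathway lists changed sign (medians -0.48 and 0.15) and Olfm4, Atoh1, Gfi1, Nr4a1, Lyz1 and Fzd9 changed sign (0.0044, 0.14, -0.71, -0.10, -0.36 and -0.39). Under the same setting, the enteroendocrine list passed the threshold (median -0.066) and the tuft, Wnt target and Notch pathway lists changed sign in the LPA contrast (medians -0.13, -0.53 and -0.060). Under the same setting, the stem list passed the threshold in the LPA contrast (median -0.61). Without the 2 libraries with few detected genes, the Paneth, enteroendocrine and Notch pathway lists changed sign (medians -0.36, 0.081 and 0.061) and Atoh1, Gfi1, Lyz1, Ccrl2 and Fzd9 changed sign (0.27, -0.67, -0.36, -0.12 and -0.23). Under the same setting, the tuft and Wnt target lists changed sign in the LPA contrast (medians -0.066 and -0.28). With a covariate for those 2 libraries, the tuft, Wnt target and Notch pathway lists changed sign in the LPA contrast (medians -0.13, -0.26 and -0.040) and Hes1, Gfi1 and Lyz1 changed sign (0.020, -0.017 and -0.11). With sex as a covariate, the Paneth and enteroendocrine lists changed sign (medians -0.15 and 0.31) and Atoh1, Lyz1 and Fzd9 changed sign (0.32, -0.045 and -0.15). Under the same setting, the enterocyte list no longer passed in the LPA contrast (median -0.18). Under DESeq2 with its prior, Muc2, Gfi1 and Lyz1 changed sign (-0.21, -0.45 and -0.32). Under edgeR, Muc2, Atoh1, Gfi1 and Lyz1 changed sign (-0.18, 0.024, -0.59 and -0.34). With a pseudocount of 1, the enteroendocrine list changed sign (median 0.021) and Atoh1 and Gfi1 changed sign (0.052 and -0.11). Under the same setting, the enterocyte list no longer passed in the LPA contrast (median -0.16). With a pseudocount of 0.01, the enteroendocrine list changed sign (median 0.018) and Notch1 changed sign (-0.17). With a filter at a mean of 1 FPKM, the enteroendocrine list passed the threshold (median -0.21) and the tuft list passed the threshold in the LPA contrast (median 0.39). The Paneth list not only changed sign but passed the threshold, as a fall, with array weights (camera's adjusted p = 0.0197) and with sex as a covariate (camera's adjusted p = 0.0145).

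Across the 10 fits that each left out a mouse, the medians of these lists changed sign between MYO5B-knockout and control mice: Paneth from -0.43 to 0.36, enteroendocrine from -0.46 to 0.26, stem from -0.33 to 0.38, Wnt target from -0.14 to 0.55 and Notch pathway from -0.24 to 0.16. The fit without control mouse 2 gave the lowest median of each of these lists. The enteroendocrine list passed without control mouse 4 (median 0.016, sign changed, camera's adjusted p = 0.0369) and without MYO5B-knockout mouse 7 (-0.16, 0.0292). The medians or calls that changed in the LPA contrast were those of these lists: tuft from -0.066 to 0.38, stem from -0.34 to 0.17, proliferation from -0.73 to -0.027, enterocyte from -0.70 to 0.085 and Wnt target from -0.28 to 0.15. The tuft list there changed sign without MYO5B-knockout mouse 3, and the proliferation list no longer passed without LPA-treated mouse 4. The stem list passed there without MYO5B-knockout mouse 7 (median -0.17, camera's adjusted p = 0.0161) and without LPA-treated mouse 1 (-0.34, 0.00531). The enterocyte list there no longer passed without MYO5B-knockout mouse 6 or 7 or LPA-treated mouse 1 or 5. Of single genes between MYO5B-knockout and control mice, these changed sign: Muc2 from -0.045 to 0.31, Olfm4 from -1.54 to 0.50, Atoh1 from -0.98 to 0.97, Notch1 from -0.20 to 0.81, Hes1 from -0.41 to 0.19, Gapdh from -0.59 to 1.25, Gfi1 from -1.06 to 0.84, Nr4a1 from -0.071 to 1.01, Lyz1 from -0.70 to 0.41 and Fzd9 from -0.31 to 0.20. Over all alternatives, 55 fits of a single gene passed the threshold where the gene had not, 23 no longer passed, and 2 values without a test moved by over 1 SD, all with the direction kept.

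No paired analysis was possible because control and MYO5B-knockout mice share only the mouse number 5, as do LPA-treated and vehicle-treated MYO5B-knockout mice.

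Few reads limit Chat, Gfi1b, Sucnr1, Lgr5, Arid5b, Ackr1 and Wnt9b, for which a single library can decide the value. Wnt6, Pou2f3, Fzd9, Nr4a1, Plcb2, Wnt3 and Ccrl2 also had few, with means over the libraries from 13.5 reads (Wnt6) to 23.1 reads (Ccrl2). Alternatives that give no value (genes under the filter of 1 FPKM, and lists under edgeR or DESeq2, which were fitted to single genes) are left out.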

Differences from the paper's values

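The settings under DESeq2 and edgeR, without the 2 libraries with few detected genes and with a covariate were chosen after seeing the values.

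Sucnr1 fell by 0.64 on the log2 scale, against the paper's 1.0. Of the alternatives set before the data were examined, a pseudocount of 0.01 (0.72), median-ratio scaling (0.72), quantile normalization (0.71), array weights (1.23) and the fits without control mouse 2 (1.40), MYO5B-knockout mouse 5 (0.78) or MYO5B-knockout mouse 7 (0.77) gave a decrease within 1.5 times the paper's. The difference remained with a pseudocount of 1 (0.18), without a filter, with the 2 groups alone, without a trend and in the other fits that left out a mouse. Of the settings chosen after seeing the values, DESeq2 (1.03), the fit without the 2 libraries (1.10) and the covariate for them (0.78) closed the gap, while edgeR (1.55) and sex as a covariate (0.52) did not.

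Of the 12 log2 decreases that the paper states, 11 were smaller here, by up to 0.51. The value for Chat is a lower bound of 2.04 on the log2 ratio of mean FPKM, a measure unlike that of the other 11. On that measure it stays open whether the decrease was smaller. On the measure of the others, without the filter, Chat had a log2 fold change of -1.24 (limma's adjusted p = 0.284). This lay further below the paper's decrease of 2.5 than any of the other 11 lay below theirs. With DESeq2 and its prior, chosen after seeing the values, 12 of 12 equalled the paper's when rounded to 1 decimal.

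The paper calls the fall of Nfkb2 and the rises of Tgif1 and Arid5b significant, and reports falls of Lgr5, Ascl2 and Sp5. The directions were the same here, but none of these 6 genes passed the threshold. Limma's adjusted p-values were 0.208 for Nfkb2, 0.0903 for Tgif1, 0.187 for Arid5b, 0.36 for Lgr5, 0.0898 for Ascl2 and 0.316 for Sp5. Under DESeq2 with its prior, chosen after seeing the values, Nfkb2, Ascl2, Sp5, Tgif1 and Arid5b passed and Lgr5 did not, with adjusted p-values of 0.0017, 0.017, 0.0107, 0.0115, 0.0109 and 0.187. Among the tuft cell genes, for which the paper reports falls, Pou2f3, Spib, Chat and Ptgs1 passed under that setting, and Dclk1, Plcb2 and Trpm5 did not pass under DESeq2, with adjusted p-values of 0.188, 0.0647 and 0.0571. DESeq2 gave Gfi1b and Sucnr1 no adjusted p. On the same reads edgeR, also chosen after seeing the values, called none of these genes, with adjusted p-values of 0.0711, 0.0938, 0.0858, 0.073 and 0.193 for Nfkb2, Ascl2, Sp5, Tgif1 and Arid5b and 0.153, 0.125 and 0.0997 for Pou2f3, Spib and Ptgs1, and Chat was not tested there. Of the alternatives set before the data were examined, array weights called the 8 tested tuft cell genes, Nfkb2, Ascl2, Sp5, Tgif1 and Arid5b, and quantile normalization called Pou2f3, Nfkb2 and Sp5. The covariate for the 2 libraries with few detected genes called Pou2f3, Nfkb2, Ascl2, Sp5 and Tgif1. Lgr5 passed under no alternative run.

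The paper describes slight rises without significance for Atoh1 and Dll4 among the Notch signaling genes. Here Dll4 had a log2 fold change of -0.40 and Atoh1 of -0.27, and Atoh1 was higher (0.27) without the 2 libraries with few detected genes. Notch2, which the paper counts among the genes without significance, did not pass with limma but passed under DESeq2 (adjusted p = 0.0104) and not under edgeR (0.0773). Klf15, for which the paper reports no significant change, did not pass over all libraries but passed without the 2 libraries (limma's adjusted p = 0.0315). Array weights, set before the data were examined, also called Jag1, Notch2, Adam10, Neurog3, Klf15 and Ackr1, which the paper gives as without significant change. They called Hes1 too, for which the paper detected no significant alteration by qRT-PCR. The covariate for the 2 libraries called Notch2.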

Other observations

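The tests by splits of the marker lists, of the immune genes and of both parts of the tuft list were chosen after the result was seen.

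Of the 35 splits of the 7 control and MYO5B-knockout mice into groups of 3 and 4, 1, the real one, gave as many genes past the threshold as the 316 between the groups. For the tuft and proliferation lists 1 and 1 split, again the real one, gave a camera p as small, but the tuft list is barely set apart. Its p was 1.07e-08, and the split that moves MYO5B-knockout mouse 5 to the side of the controls gave 1.11e-08. The proliferation list had 4.73e-11, against 2.34e-09 for the next split, with MYO5B-knockout mouse 7 on that side. For the enterocyte list 3 splits gave a camera p as small. The others moved MYO5B-knockout mouse 6 or 7 to the side of the controls. In the LPA contrast 0 genes were found, so all 35 splits give as many, which decides nothing. There 3 splits gave a camera p as small for the Paneth list, 4 for the enteroendocrine list, 2 for the goblet list, 6 for the proliferation list and 18 for the enterocyte list, so none of these lists is set apart from other splits.

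The fall of the tuft list was weighed against technical explanations. In the libraries with many detected genes, the median was -1.11, and after median-ratio scaling -1.19, both past the threshold of the camera test, which argues against these libraries and against scaling as the whole cause. Of 10000 random lists matched on gene length and mean expression, 0% had a median as low, which argues against gene length. Fewer immune cells in the MYO5B-knockout preparations were weighed for each part of the list. The 28 tuft cell genes that leukocytes also express had a median of -1.10, with 24 lower. In the 8 libraries with many detected genes, their level did not follow that of the immune cell list within the groups, with a slope of -0.062 (95% confidence interval from -0.15 to 0.025, mean levels on the linear scale), whereas fewer immune cells as the whole cause would need the slope of 0.17 between control and MYO5B-knockout mice. This argues against fewer immune cells as the whole cause for these genes. Fewer cells of a type that the immune list does not follow stay open. The 10 tuft cell genes that leukocytes do not express had a median of -0.58, as low as in 1.52% of random lists, but did not pass as a list over all libraries (camera, unadjusted p = 0.125), and did without the 2 libraries with few detected genes (median -0.87, unadjusted p = 0.0218). Over mice, their score differed with an exact permutation p of 0.571. Within the libraries with many and with few detected genes the differences were -0.58 and -0.43, with an exact p of 0.1, the smallest that 20 such splits allow. A loss of immune cells would not lower these genes, but with so few mice it stays open whether they fell.

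The immune cell list fell between control and MYO5B-knockout mice with a median of -2.33, with 21 of 25 genes lower. Its camera p was 9.90e-16 for the real split. The split that moves MYO5B-knockout mouse 7 to the side of the controls gave 1.77e-21. The split that exchanges control mouse 4 with MYO5B-knockout mouse 7 gave 8.50e-18, so this list is not set apart from other splits. Cd74 was 1690.0 ± 542 FPKM in control and 296 ± 357 FPKM in MYO5B-knockout mice (SD, n = 3 and 4), Gzma 292 ± 57.9 and 44.4 ± 35 FPKM, and Ccl5 129.7 ± 34.7 and 20.9 ± 22 FPKM, so the MYO5B-knockout mice varied nearly as much as their means or more. The mean log2 level of the immune list was from -0.10 in MYO5B-knockout mouse 3 to 2.15 in mouse 7, the latter close to control mouse 2 at 2.29, the lowest of the controls. Without the 2 libraries with few detected genes the median was -2.32, which argues against these libraries as its cause. Fewer immune cells in the MYO5B-knockout preparations are a candidate explanation. Lower expression in those cells or in epithelial cells, which can express Cd74, was not tested.

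The other descriptive lists had medians between MYO5B-knockout and control mice of -1.14 (8 of 8 genes lower) for the paper's tuft cell genes, -0.44 (15 of 17 genes lower) for mesenchyme, -1.71 (17 of 18 genes lower) for the interferon response, -0.65 (4 of 5 genes lower) for LPA receptors and 0.84 (2 of 19 genes lower) for sterol synthesis. The erythrocyte list had -1.38 over 4 genes, or -1.15 with genes at 3 reads or fewer in a group set to their bound. The Wnt target list had 0.33 with such genes at their bound. With the 2 libraries with few detected genes left out, the medians were -1.10 for the paper's tuft cell genes, -0.19 for mesenchyme, -1.10 for the interferon response, -1.03 for LPA receptors, 0.94 for sterol synthesis and -0.38 for erythrocytes, so the size of several of them depends on these libraries.

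Between LPA-treated and vehicle-treated MYO5B-knockout mice, the median was -1.34 for Paneth genes (17 of 23 lower, camera's adjusted p = 7.75e-15), 0.64 for enteroendocrine genes (29 of 32 higher, 1.83e-06), 0.56 for goblet genes (22 of 26 higher, 8.73e-05), -0.34 for proliferation genes (27 of 28 lower, 1.72e-07) and -0.26 for enterocyte genes (18 of 30 lower, 0.0363). None passed under fry or the estimated correlation. Lists that did not pass had medians of 0.26 (tuft), -0.047 (stem), 0.053 (Wnt targets) and 0.12 (Notch pathway), and the tuft median was -0.066 without MYO5B-knockout mouse 3. The stem list passed without MYO5B-knockout mouse 7 or LPA-treated mouse 1 (-0.17 and -0.34). Without MYO5B-knockout mouse 3, the medians of the lists that passed were -1.27 (Paneth), 0.40 (enteroendocrine), 0.28 (goblet), -0.66 (proliferation) and -0.70 (enterocyte), and those of the stem, Wnt target and Notch pathway lists -0.33, -0.28 and 0.071. Descriptive lists had 0.27 (the paper's tuft cell genes), 0.39 (immune cells, -0.093 without MYO5B-knockout mouse 3), 1.03 (erythrocyte, 0.64 with genes at their bound), 0.76 (interferon response), 0.27 (LPA receptors) and 0.29 (sterol synthesis). Without MYO5B-knockout mouse 3, the median of the paper's tuft cell genes was -0.054, that of the interferon response 0.25, that of the erythrocyte list 1.38, that of sterol synthesis 0.22 and that of LPA receptors -0.37, with 4 of 5 lower. Of the paper's 8 tested tuft cell genes, 5 were higher with LPA and 4 without MYO5B-knockout mouse 3, with log2 fold changes from -0.28 to 1.14.

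Of genes that the paper measured by qRT-PCR, Wnt3, Wnt6, Dll1 and Hes1 had log2 fold changes of -0.73, -1.51, -0.22 and -0.057 between MYO5B-knockout and control mice (limma's adjusted p = 0.496, 0.243, 0.79 and 0.96). For Wnt3 and Wnt6 the groups did not overlap. Relative to Gapdh they were -1.15, -1.93, -0.65 and -0.48, and Gapdh itself varied widely (log2 fold change 0.43, standard error 0.98, and -0.59 without control mouse 2). Wnt6 and Hes1 passed with array weights, whose estimation did not converge (-1.74 and -0.47, limma's adjusted p = 0.00169 and 0.0321). Wnt9b was below the mean of 0.1 FPKM. Slc5a1, which encodes SGLT1, was 844 ± 245 FPKM (SD, n = 3) in control mice and 352 ± 89.2 FPKM (SD, n = 4) in MYO5B-knockout mice, without overlap, a log2 fold change of -1.25 (limma's adjusted p = 0.0744, and 0.0381 without the 2 libraries).

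The authors' tables of pathways list 66 genes called higher and 174 called lower in MYO5B-knockout mice. Of those tested here, 66 of 66 were higher and 171 of 171 lower, and 11 and 31 passed the threshold. Under DESeq2 with its prior, 65 and 165 passed. The authors called these genes, and the 9 that follow, on these same libraries. Their direction here and the lack of overlap are therefore not independent evidence. For the 9 genes that the authors called higher with LPA, the groups did not overlap, 0 passed here, edgeR called 0 genes in this contrast, and DESeq2 called 9 of them among 11 genes, with log2 fold changes within 0.00041 of the authors'.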
